# Detection of Large Numbers of Novel Sequences in the Metatranscriptomes of Complex Marine Microbial Communities

**DOI:** 10.1371/journal.pone.0003042

**Published:** 2008-08-22

**Authors:** Jack A. Gilbert, Dawn Field, Ying Huang, Rob Edwards, Weizhong Li, Paul Gilna, Ian Joint

## Abstract

**Background:**

Sequencing the expressed genetic information of an ecosystem (metatranscriptome) can provide information about the response of organisms to varying environmental conditions. Until recently, metatranscriptomics has been limited to microarray technology and random cloning methodologies. The application of high-throughput sequencing technology is now enabling access to both known and previously unknown transcripts in natural communities.

**Methodology/Principal Findings:**

We present a study of a complex marine metatranscriptome obtained from random whole-community mRNA using the GS-FLX Pyrosequencing technology. Eight samples, four DNA and four mRNA, were processed from two time points in a controlled coastal ocean mesocosm study (Bergen, Norway) involving an induced phytoplankton bloom producing a total of 323,161,989 base pairs. Our study confirms the finding of the first published metatranscriptomic studies of marine and soil environments that metatranscriptomics targets highly expressed sequences which are frequently novel. Our alternative methodology increases the range of experimental options available for conducting such studies and is characterized by an exceptional enrichment of mRNA (99.92%) versus ribosomal RNA. Analysis of corresponding metagenomes confirms much higher levels of assembly in the metatranscriptomic samples and a far higher yield of large gene families with >100 members, ∼91% of which were novel.

**Conclusions/Significance:**

This study provides further evidence that metatranscriptomic studies of natural microbial communities are not only feasible, but when paired with metagenomic data sets, offer an unprecedented opportunity to explore both structure and function of microbial communities – if we can overcome the challenges of elucidating the functions of so many never-seen-before gene families.

## Introduction

DNA sequence based metagenomics has become a standard tool for the analysis of natural microbial communities in marine environments [1], [2], [3]. It involves the sequencing of random community DNA from environmental samples and subsequent determination of taxonomic and protein-encoding gene diversity. However, questions of how natural bacterial assemblages respond to perturbations in environmental conditions, are better answered by analysis of community mRNA than genomic DNA [4].

Historically, metatranscriptomic studies have involved either the use of microarrays [5] or mRNA-derived cDNA clone libraries [6]. These approaches have produced significant insight into the metatranscriptome of different communities but have limitations when exploring the diversity of natural communities. Firstly, a microarray only gives information about those sequences for which it was designed and it is usual to screen for gene sequences that are already known (e.g. from a gene-library or metagenomic sources). Secondly, although transcript cloning avoids this problem through the random amplification and sequestering of environmental mRNA fragments, it introduces other biases; e.g. any cloned transcripts that encode toxic products or titrates host DNA-binding factors will skew the relative abundance of sequences.

More recently, the first metatranscriptomic studies using high-throughput sequencing technology (pyrosequencing) have been published [7], [8], [9]. Two studies of soil communities have sequenced total RNA for the purpose of exploring both community structure, through the analysis of ribosomal RNA (rRNA), and community function, through the study of mRNA [7], [8]. The first study of a marine microbial community metatranscriptome focused on mRNA analysis and achieved an enrichment of ∼50% mRNA [9].

Ideally, if the study of mRNA is the prime purpose of a metatranscriptomic study, further enrichment is desirable. Here we present a study of a complex marine microbial metatranscriptome enriched to 99.92% mRNA [10]. Metatranscriptomes were generated from 4 samples taken at two time points in a replicated mesocosm (11,000 liters) study involving an induced phytoplankton bloom [10]. Pyrosequencing technology (GS-FLX pyrosequencer) was used to generate four metatranscriptomes and four corresponding metagenomes with an average sequence length of 215 bp from the middle and end time point in the phytoplankton blooms. This experiment provided an opportunity to obtain replicate samples to explore the use of this approach for detecting changes in the expression of genes over time. The primary focus of the mesocosm experiment was to study the response of marine microbes to the increase in ocean acidification that is resulting from dissolution of anthropogenic CO_2_ [10] and these results will be described in detail elsewhere. The immediate purpose of this study was to 1) demonstrate the feasibility of obtaining highly enriched samples of mRNA (>90%) from these communities, 2) determine whether differences in expression could be identified between time points of this controlled experiment [10], and finally 3) to determine what proportion of the most highly expressed genes using such a methodology might be novel.

## Methods

### Sampling, cDNA synthesis and sequencing

Water samples were obtained from a replicated mesocosm study (two treatments, each in triplicate) established in coastal waters of a fjord close to Bergen, Norway (60.27°N: 5.22°E). 

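The values analysed here are measurements of the water itself, not sequences. They cover the 6 mesocosms (bags 1 to 6) and the surrounding fjord between 3 and 23 May. The measures were temperature, salinity, fluorescence of the phytoplankton, nitrate, phosphate, particulate organic carbon and nitrogen, primary production integrated to 3 m depth, pigments, flow cytometry counts of bacteria and of 6 phytoplankton groups, pCO2, pH and microscopy counts. The codes of the sequenced samples hold B1 for high CO2 and B6 for present day. They were read as bag 1 and bag 6 of the water tables, and every treatment given for these bags rests on that reading. The study had 3 mesocosms per treatment, but the tables name no treatment for the other 4, so each treatment stands on 1 mesocosm here and no test between treatments was run. Most measures have 1 value per mesocosm and date, with no replicate readings, and where a date had 2 values their mean was used. The authors gave no counted volume for the cytometry and no detection limit for the nutrients, so the precision of single values is not known. For microscopy the authors settled 25 ml of preserved water for 24 hours and counted flagellates at 400 times and other cells at 200 times magnification. A taxon with no cell in 25 ml can still have up to 0.12 cells per ml, which covers counting error only. This limit assumes that all 25 ml were examined, and it is higher for a taxon counted in a part of them. The pH was calculated by the authors from CO2 and alkalinity, part of it extrapolated, and their notes call values based on the extrapolated alkalinity dubious.
To set dates apart by the state of the bloom, the bloom phase of a mesocosm was taken as its dates with chlorophyll a of at least 0.5 of its own maximum, and the post-bloom phase as every later date. This gave a bloom phase of 11, 12, 13 and 15 May in bag 1 and of 10, 12, 13 and 15 May in bag 6, and a post-bloom phase of 16 to 23 May in both. Chlorophyll a on 11 May was just below the limit in bag 6, and 14 May has no chlorophyll a value, so neither date entered a phase there. By nitrate (15.5 µmol N per litre) and nanoflagellates (648 cells per ml, 3241 on 11 May), 10 May in bag 6 was like the dates before the bloom. The pigment chlorophyll b was 0.465, 3.17 and 1.96 µg per litre there on 9, 10 and 11 May. The bloom means of bag 6 include 10 May. The paper's text gives no calendar dates for the sequenced samples, and none was assigned to them. The means over a phase are over dates of 1 mesocosm, so their spread is the change from day to day and not an error between replicates. Temperature lay between 8.8 and 11.0°C in bag 1 and between 8.8 and 10.9°C in bag 6, and salinity between 31.2 and 31.7 in bag 1 and between 31.4 and 31.7 in bag 6.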

Each mesocosm contained 11,000 L of coastal water and two of the six mesocosms were sampled for this study. To induce the phytoplankton bloom, nitrate and phosphate were added. 

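Nitrate was at 1.18 µmol N per litre in the high CO2 mesocosm and 0.291 in the present day mesocosm on 6 May, and at its maximum of 15.7 and 16.0 µmol N per litre the day after. Its lowest later value came on 15 May in both. It was 1.57 µmol N per litre, or 10.0% of the maximum, in the high CO2 mesocosm, while nitrate was listed at 0 in the present day mesocosm. After its maximum, nitrate was under 10% of it from 14 May in the present day mesocosm and on no date in the high CO2 mesocosm. On 23 May it stood at 3.56 µmol N per litre under high CO2, 22.7% of the maximum, and at 0.244, 1.52% of the maximum, in the present day mesocosm. Phosphate came on no date under 10% of its maximum. The maximum was 0.866 µmol per litre on 9 May under high CO2 and 1.26 on 6 May in the present day mesocosm, and the lowest later values were 0.201 on 19 May (23.2% of the maximum) and 0.169 on 22 May (13.4%). The heading of the phosphate values prints N in their unit, so they are given here as µmol per litre. Each value is 1 reading of 1 mesocosm. In bags 2 to 5, whose treatment is not named, the lowest later nitrate was 6.37, 10.8, 0 and 0.531% of the maximum. Their mean pCO2 over the record was 665, 495, 248 and 250 µatm. With no treatment named for them, the gap in residual nitrate has no replicate check by treatment.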

Water samples were taken at the peak and immediately following the collapse of the phytoplankton bloom from both a high CO_2_ and control mesocosm.

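Chlorophyll a, the measure of algal biomass, peaked on 13 May in both sequenced mesocosms, at 9.23 µg per litre under high CO2 and 11.2 µg per litre in the present day mesocosm. A week earlier it had been 0.643 and 0.581 µg per litre. Its lowest later value was 1.50 µg per litre on 17 May under high CO2 and 1.23 µg per litre on 22 May in the present day mesocosm. At the end of the record, on 23 May, chlorophyll a was back at 4.05 µg per litre in the high CO2 mesocosm, so that its maximum was only 2.28 times the last value. In the present day mesocosm it stayed low, at 1.64 µg per litre, and the maximum was 6.84 times the last value. The fluorescence readings, in units of the instrument, had their maximum on the same date. They went from 17.6 to 1.86 and back to 10.45 under high CO2, and from 23.6 to 3.15 and 3.8 in the present day mesocosm. Primary production had its maximum on 12 May in both, a day earlier, at 697 mg C per square metre and day under high CO2 and 1009 in the present day mesocosm. Its mean over the bloom phase was 592 and 816, against 155 and 123 over the post-bloom phase, and no post-bloom date reached the lowest bloom date in either mesocosm.

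**Figure D1:**
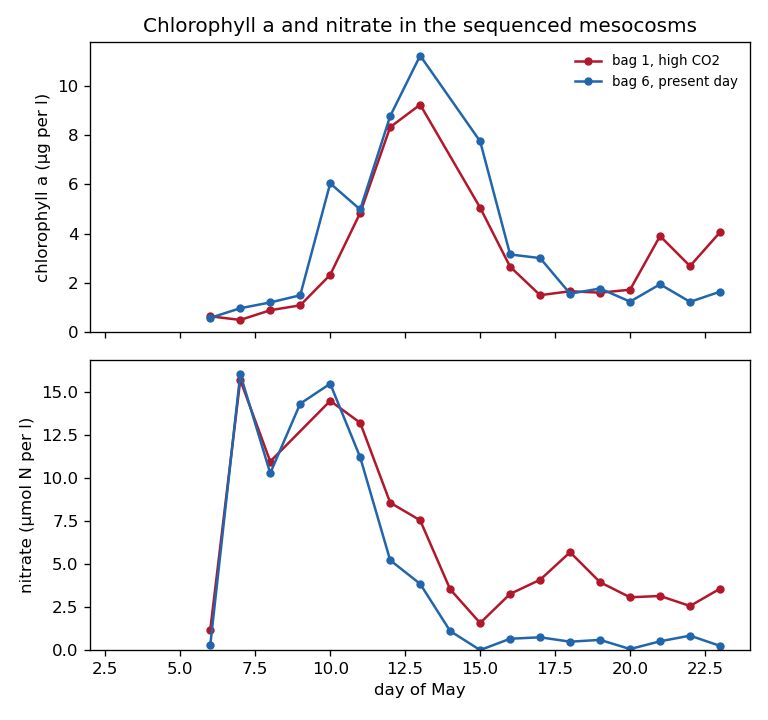
Chlorophyll a in µg per litre (upper panel) and nitrate in µmol N per litre (lower panel) against the day of May, with red points for the high CO2 mesocosm (bag 1) and blue points for the present day mesocosm (bag 6). Each point is 1 value of 1 date. Chlorophyll a has its maximum on 13 May in both, and nitrate its lowest value after its maximum on 15 May.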

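Flagellates made up most of the carbon counted by microscopy in the bloom, and most cytometry groups had a lower mean after it. Of 11 measures (nitrate, phosphate, particulate organic carbon and nitrogen, primary production and the 6 cytometry groups), 8 had a lower and 3 a higher mean post-bloom under high CO2, and 7 were lower and 4 higher in the present day mesocosm. Nanoflagellates had 2307 cells per ml over the bloom phase and 295 post-bloom under high CO2 (7.81-fold lower), and 3015 and 385 in the present day mesocosm (7.83-fold lower). Coccolithophores, algae covered with plates of calcium carbonate, had 689 and 131 cells per ml under high CO2 and 1890 and 494 in the present day mesocosm. Cryptophytes by cytometry had 207 and 36.5 cells per ml, and 410 and 125. Large picoeukaryotes had 4047 and 2499 cells per ml, and 13549 and 5815. Synechococcus, a unicellular cyanobacterium, went the other way, with 6489 and 17596 cells per ml under high CO2 (2.71-fold higher) and 12834 and 24921 in the present day mesocosm (1.94-fold higher). Small picoeukaryotes had 30325 and 23725 cells per ml under high CO2 but 31302 and 46670 in the present day mesocosm. Their counts of 15 and 20 May differ in kind from the other dates, being whole numbers in all 7 water bodies. Particulate organic carbon, with only 2 bloom dates, was 698 and 733 µg per litre under high CO2 and 522 and 907 in the present day mesocosm. The nitrogen of these particles was 114 and 120, and 91.0 and 152 µg per litre. In the present day mesocosm the 2 bloom dates were 10 and 13 May. On 14 May, which entered no phase, carbon and nitrogen were 997 and 164 µg per litre under high CO2, above every post-bloom date. They were 1176 and 206 in the present day mesocosm, within the post-bloom range. Under high CO2 the bloom and post-bloom dates did not overlap for 5 of the measures, 1 higher and 4 lower, and in the present day mesocosm for 3, 2 higher and 1 lower. The 2 higher ones there were particulate carbon and nitrogen, so their rise rests on leaving out 14 May. Where the phases were set by an unbroken run of high fluorescence, chosen after seeing the data, only 1 of the 11 measures was higher post-bloom under high CO2, and particulate carbon and nitrogen had log2 ratios of -0.12 and -0.11 there. In the present day mesocosm particulate nitrogen had a log2 ratio of -0.03 with phases from fluorescence, and phosphate, at -0.70 with the phases used here, had log2 ratios of 0.0049 to 0.19 under 4 other settings of the phases or their averages.
The pigments that mark algal groups were divided by chlorophyll a. Of 8 marker pigments, 5 had a higher share post-bloom under high CO2 and 3 in the present day mesocosm. Chlorophyll b, the pigment of green algae and euglenids, was at 52.4% of chlorophyll a in the bloom phase and 13.8% post-bloom under high CO2, and at 48.7% and 26.0% in the present day mesocosm. Peridinin, a pigment of dinoflagellates, was at 2.45% and 20.6% under high CO2 and at 1.17% and 12.7% in the present day mesocosm, with no overlap of dates in either. Zeaxanthin, found in Synechococcus among others, was at 3.25% and 5.20%, and at 1.79% and 7.17%. Fucoxanthin, of diatoms and related algae, was at 6.59% and 12.9% under high CO2 and at 13.5% and 12.6% in the present day mesocosm. The share of 19'-hexanoyloxyfucoxanthin, a pigment of prymnesiophytes, was 10.4% and 10.8%, and 11.0% and 14.2%. That of 19'-butanoyloxyfucoxanthin was 1.65% and 3.33%, and 1.50% and 1.46%. Alloxanthin, of cryptophytes, was at 3.87% and 1.41%, and at 3.20% and 2.77%. Prasinoxanthin was listed at 0 on all 17 dates.
By microscopy, flagellates held 76.6% of the counted biomass in the bloom phase and 67.3% post-bloom under high CO2, and 83.9% and 61.4% in the present day mesocosm, over 4 and 3 bloom dates and 2 post-bloom dates. In the bloom phase the 5 taxa with the most carbon were an undetermined flagellate of 10 µm (23.4 mg C per cubic metre under high CO2 and 73.3 in the present day mesocosm), Cryptophyceae (23.8 and 27.6), Prymnesiophyceae of 5 µm (21.9 and 24.4), Euglenophycaea, as the table spells it (11.4 and 29.8), and an undetermined flagellate of 12 µm (26.5 and 14.2). Post-bloom they were Cryptophyceae (32.9 and 52.0), the flagellate of 10 µm (4.00 and 28.0), Euglenophycaea (8.32 and 20.8), the tintinnid Ascampbelliella (listed at 0 under high CO2 and 26.3 in the present day mesocosm) and an armoured dinoflagellate (9.47 and 6.89). Diatoms were counted at 170 and 2120 cells per ml on 9 May, before the bloom phase, and at no more than 1.76 and 5.84 cells per ml in it. The alga Emiliania huxleyi has no line of its own in these counts. By number of cells, flagellates were 99.1% and 98.1% of the total under high CO2 and 99.4% and 97.5% in the present day mesocosm.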

The nucleic acid extraction methodologies are briefly outlined in Gilbert *et al.* [10] but are fully described here. To isolate DNA and RNA, 15 L of water from each sample was filtered through a 140 mm diameter, 1.6 µm GF/A filter (Whatman), to reduce eukaryotic cell abundance and maximize the proportion of prokaryotic cells. This filtration took only 3 minutes and the filtrate was applied directly to a 0.22 µm Sterivex filter (Millipore) to allow rapid filtration of samples (<15 minutes per sample) to limited mRNA degradation. Following filtration, each Sterivex was pumped dry, frozen in liquid nitrogen and stored at −80°C until extraction. Total nucleic acid extraction was performed on each Sterivex using the method of Neufeld *et al.* [12]. Throughout the protocol nuclease-free plastic consumables and DEPC-treated water and reagents were used to limited degradation of mRNA. Following extraction, total nucleic acids were eluted in 200 µl of nuclease-free water.

For metagenomic analysis, 100 µl of the total nucleic acid extraction was purified for DNA by treatment with RiboShredder™ RNase (Epicenter) following manufacturer's instructions. Purified metagenomic DNA was quantified by nano-litre spectrophotometry, diluted with nuclease-free water to 500 ng µl^−1^ and then stored at −80°C until pyrosequencing.

For metatranscriptomic analysis, 100 µl of the total RNA was purified using the RNA MinElute™ clean-up kit (Qiagen); β-mercaptoethanol was added to the RLT buffer. Approximate RNA concentration was determined by nano-litre spectrophotometry and checked for rRNA integrity using an Agilent bioanalyser (RNA nano6000 chip). Average RNA concentration was 2.4 mg ml^−1^. The integrity of rRNA was demonstrated by highly defined, discrete rRNA peaks, with the 23S rRNA peak being 1.5–2 times higher than the 16S rRNA peak. Fully intact rRNA is essential for subtractive hybridization because degraded rRNA molecules will not be fully subtracted from the total RNA pool.

DNA contamination was removed from total RNA samples by treating with the Turbo DNA-free enzyme (Ambion). 75 µg of purified total RNA was applied to the subtractive hybridization method (Microbe Express Kit, Ambion) to remove rRNA from the mRNA. Purified mRNA was eluted in 25 µl of TE buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA) and was further purified with the MEGAclear™ kit (Ambion) to remove small RNAs and small contaminants. Purified mRNA was eluted in 10 µl of nuclease free water and stored at −80°C until further analysis. 0.5 µl of the purified mRNA was then checked using the Agilent bioanalyser for removal of genomic DNA and ribosomal RNAs. The mRNA concentration was estimated using the Agilent bioanalyser software to average 450 ng µl^−1^.

mRNA was estimated to be approximately 8% of total RNA isolated. 9.5 µl of the purified mRNA was then applied to a reverse transcription reaction using the SuperScript® III enzyme (Invitrogen) with random hexamer primers (Promega). The cDNA was treated with RiboShredder™ RNase Blend (Epicentre) to remove trace RNA contaminants. To improve the yield of cDNA, 1 µl of each sample was subjected to random amplification using the GenomiPHI™ V2 method (GE Healthcare) yielding approximately 4 µg of cDNA. GenomiPHI technology produces branched DNA molecules that are recalcitrant to the pyrosequencing methodology. Therefore amplified samples were treated with S1 nuclease using the method of Zhang *et al.* [13]. DNA and cDNA were nebulized to produce an average size of 500 bp, then cleaned with AMPure beads (Agencourt) and sequenced using the 454 Corporation's GS-FLX instrument at the NERC-funded Advanced Genomics Facility at the University of Liverpool (http://www.liv.ac.uk/agf/). Extraneous sequences resulting from >1 template molecule per picotitre well were removed from the datasets (**Table 1**) as they include exact duplicates and failed sequences that are replete with uncharacterized nucleotides. Metatranscriptomic and metagenomic data sets were deposited in NCBIs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE10119. All data is also deposited with the Short Reads Archive (NCBI) under accession number SRA000266. These datasets are also available with richer annotates in ISATAB format [14] compliant with the “Minimum Information about a (Meta) Genome Sequence” (MIGS) specification [15].

**Table 1:** Comparison of DNA and mRNA from samples from mid- and post-phytoplankton bloom.

	Mid-Bloom				Post-Bloom				Combined data		
	DNA-High CO_2_	mRNA-High CO_2_	DNA-Present Day	mRNA-Present Day	DNA-High CO_2_	mRNA-High CO_2_	DNA-Present Day	mRNA-Present Day	All DNA	All mRNA	All samples
Total size (Mbp)	47,289,282	**30,567,377**	30,991,689	**38,021,523**	59,316,369	**21,805,955**	68,187,679	**26,982,195**	205,784,939	**117,377,050**	323,161,989
Total No. of reads	209,073	**131,089**	134,915	**162,871**	344,216	**96,201**	304,020	**116,192**	992,224	**506,353**	1,498,577
Average length (bp)	226	**233**	229	**233**	172	**226**	224	**232**	207	**231**	215
% of rRNA genes^a^	0.33	**0.16**	0.31	**0.1**	0.17	**0.03**	0.24	**0.03**	0.25	**0.08**	0.16
Absolute number of unique nucleotide sequence clusters^b^	170,580	**65,717**	112,459	**67,283**	257,375	**9,349**	232,729	**10,703**	630,159	**133,447**	723,050
Normalized number of clusters^c^	86,791	**50,320**	84,096	**43,213**	86,996	**9,349**	87,112	**9,281**	n/a	**n/a**	n/a
Total number of reads in top cluster	12	**988**	23	**932**	19	**2,019**	20	**2,421**	36	**4860**	4866
Clustering: 1 sequence	141,340	**56,126**	94,386	**55,691**	200,569	**7,397**	183,028	**8,106**	437,149	**107,593**	494,604
2–9 sequences	29,232	**8,824**	18,072	**10,367**	56,729	**1,182**	49,681	**1,677**	191,822	**23,224**	224,198
10–99 sequences	8	**652**	1	**1,032**	77	**552**	20	**673**	1188	**2,011**	3,639
100+ sequences	0	**115**	0	**193**	0	**218**	0	**247**	0	**619**	609
SEED Subsystem hits	130,567	**75,884**	120,141	**83,076**	161,789	**16,545**	175,477	**18,315**	n/a	**n/a**	n/a
Total pORFs^d^	419,565	**284,665**	279,061	**345,502**	532,373	**237,187**	637,896	**289,951**	1,868,895	**1,157,305**	3,026,200
Unique pORFs at 95%^e^	358,705	**140,763**	242,317	**147,697**	435,876	**31,104**	515,266	**36,113**	1,340,241	**299,898**	1,571,348
Protein clusters^f^	321,839	**120,220**	223,888	**121,547**	382,762	**16,641**	452,754	**19,259**	1,083,644	**238,655**	1,228,601
Protein clusters^g^ with similarity to:	11	**296**	3	**468**	29	**516**	31	**589**	695	**1,131**	2,029
PFAM^h^	9	**19**	1	**23**	14	**56**	13	**63**	379	**76**	571
TIGRfam^i^	9	**0**	1	**0**	12	**0**	7	**0**	366	**1**	476
COG^j^	10	**2**	1	**0**	18	**0**	17	**0**	431	**6**	572
Number of novel Protein clusters^k^	0	**276**	2	**444**	9	**447**	12	**509**	202	**1026**	1287

Size, clustering and annotation data were generated by CAMERA. rRNA and subsystem hits were generated by SEED.

a Analysis of sequences against the Ribosomal Database Project II (RDP-II) and the European Ribosomal large subunit (LSU)dataset.

b Based on clustering at 95% identity over 80% length of a sequence and over 120 bp.

c For direct comparison of samples, individual rarefaction analysis, by R (http://www.r-project.org/) and the vegan package (http://cc.oulu.fi/jarioksa/softhelp/vegan.html), was used to estimate the number of clusters in each sample after adjusting sample size of each dataset to be equivalent to the number of reads in the smallest dataset (mRNA – High CO_2_).

d Partial Open Reading Frames (pORFs) from six reading frame translation from all reads using translation table 11, starting at the beginning of a read or first ATG after previous stop codon, ending at the end of a read, or at a stop codon and being at least 30 contiguous amino acids.

e Total pORF reads clustered at 95% identity of over 80% length of sequences.

f Clusters are identified using the representative sequences of each cluster from the 95% step to cluster at 60% identity of over 80% length of sequences.

g The dominant clusters (≥10 non-redundant sequences) with the exclusion of spurious pORFs.

h Protein families database.

i The Institute for Genomic Research protein database.

j NCBI clusters of orthologous groups database.

k With ≥10 non-redundant clustered sequences excluding spurious ORFs.

n/a – not analyzed.

### Clustering of DNA and mRNA and prediction of partial ORFs (pORFs)

Clustering analysis was performed on the raw reads and translated peptide sequences (see below) using the CD-HIT package [16]. The reads from all eight samples were clustered together with CD-HIT-EST program. Sequences were clustered if the identity was ≥95% (++ or +− strand) and the length of the alignment was ≥40 bp and ≥80% length of the shorter sequence. The clustering results show the internal structure of the combined dataset including number of non-redundant sequences, distribution of clustering, number of singletons, etc. The same analysis was applied to each individual sample by counting only the sequences from that sample. Results are shown in rows 5–11 in **Table 1**.

ORFs (including pORFs) were then predicted. Since genes cannot be reliably predicted from such short reads, we applied the methodology used in the Global Ocean Survey (GOS) study [2], [3], calling pORFs from all six reading frames. As the current study had overall shorter reads than the GOS study (average of 215 bp instead of 822 bp) pORFs had to contain at least 30 amino acids. In total 3,026,200 pORFs were detected. The approach of six reading frame translation can result in many non coding (shadow) pORFs, or spurious pORFs. However, this is less likely with short sequence data because the translations from non-coding frames are usually too short (due to random occurrence of stop codons) to rank as pORFs using our selected cut-off threshold.

The protein gene coding density, according to the most recent NCBI RefSeq database for microbial organisms (ftp://ftp.ncbi.nih.gov/refseq/release/release-statistics/RefSeq-release27.01062008.stats.txt), is about 0.25 million amino acid per 1 million base pairs (bp). This study, which obtained 162 million amino acids from 323 million bp of sequence, shows only 50% of these pORFs were spurious. Clustering of pORFs can further help to exclude spurious pORFs which are more likely to remain singletons.

The pORFs were clustered with two-step CD-HIT runs. At the first step, pORFs were clustered at 95% identity over 80% of sequence length in order to identify non-redundant sequences. The non-redundant sequences were further clustered at 60% identity, over 80% of sequence coverage, to find clusters of homologous pORFs or protein families (see row ^d, e, f^ in **Table 1**). Here, we only use the non-redundant sequences to count the size of each cluster so that the large clusters reported in row ^g^ in **Table 1** contain diverse sequences. The same clustering techniques were also applied to the data from the metatranscriptomic study of Frias-Lopez and colleagues [**9**] (**Table S1**).

### Dividing pORFs into ‘predicted, ‘spurious’ and ‘putative’

The clusters of pORFs were annotated by comparison to the PFAM database (http://PFAM.sanger.ac.uk/) by Hmmer, TIGRfam database (http://www.tigr.org/TIGRFAMs/) by Hmmer and the COG database (http://www.ncbi.nlm.nih.gov/COG/) by RPS-BLAST (reversed PSI-BLAST). All analyses were annotated with an expect value cut-off of 0.001. Hmmer analysis was performed in fragmental mode, and each hit also had to pass the TC score. The pORFs with significant matches to these reference databases were confirmed as genes, while the pORFs that overlapped with them from a different reading frame (the shadow pORFs) were deemed spurious pORFs. From this final analysis of the 3,026,200 pORFs, 494,253 could be confirmed as predicted proteins, 459,150 excluded as spurious pORFs, and the remainder (2,072,797) marked as “putative proteins”. The combined predicted and putative proteins were used for subsequent analysis.

### PCR detection of dominant orphan gene clusters in environmental DNA and mRNA

To validate the presence of highly expressed orphaned sequence clusters in the environment we randomly selected 27 of the most highly expressed nucleotide clusters. It was necessary to establish the presence of these sequences in both original DNA samples and cDNA samples to show they were not artefacts of cDNA amplification by GenomiPHI. To further cluster the 609 dominant nucleotide clusters (>100 sequences per cluster) for the purpose of designing PCR primers, all clusters were re-clustered at 95% identity over at least 40 base pairs. This allowed sequences with small 5′ or 3′ overlaps to be clustered together and increased the probability that the sequences assayed represented different transcripts. This reduced the number of dominant clusters from 609 to 85 (**Table S2**) and resulted in a significant increase in the number of clusters with more than 5,000 reads each. The maximum number of sequences in the largest cluster was 31,642 and 15 clusters now contained more than 5,000 reads. This provided a smaller pool of sequences for analysis and reduced the likelihood of amplifying similar sequences.

Primers were designed to screen 27 of these potential transcripts using the batch Primer3 online interface (http://probes.pw.usda.gov/cgi-bin/batchprimer3/batchprimer3.cgi), with the following conservative rules. First, we targeted the ‘representative’ sequence of each cluster (as opposed to the consensus sequence) to maximize the length of the query DNA sequence and avoid use of chimeric sequence that could have resulting from false assembly of the original 609 clusters. Second, we iteratively explored a range of parameters to find a rule that allows us to automatically create primers (no manual inspection required) for all 85 loci using a single set of optimality criteria that were as stringent as possible. In the end, we took the default parameters of the interface and optimized the following parameters: annealing temp (55°C), overall length of product (100 bp), primer size (20 bp), G+C content (50%) and minimum “maximum self-complementary”. Exact optimality criteria used for the selection of each batch of primers is available from the authors.

Individual transcript sequences were amplified by PCR from the environmental DNA used for the metagenomic analyses (co-extracted with the mRNA used for the metatranscriptomic approach), purified mRNA prior to RT-PCR and cDNA prior to GenomiPHI amplification. Each of the 54 primers (http://nebc.nox.ac.uk/nebcfs/public/Joint/metatranscript_primers.xls) were diluted to a working concentration of 10 pmol µl^−1^. Approximately 10 ng of environmental DNA, cDNA or mRNA was added to a 25 µl PCR reaction with final concentrations of 1×PCR buffer (Promega), 2.5 mM MgCl_2_, 0.2 mM deoxynucleoside triphosphates (Invitrogen), 0.4 pmol of each primer, and 1 unit of *Taq* DNA polymerase (Promega). Negative controls used were *Escherichia coli* K12 genomic DNA and sterile water. Reactions were cycled with a PTC 1000 thermal cycler (MJ Research) using the following conditions; 94°C for 2 minutes, 30 cycles of 94°C for 1 minute, 55°C for 1 minute, 72°C for 2 minutes, and a final extension of 72°C for 10 minutes. Products were visualised by agarose gel electrophoresis (1.8%).

## Results and Discussion

We demonstrate the feasibility of conducting metatranscriptomic studies on RNA samples highly enriched for mRNA from natural microbial communities. This is the first time such a high level of enrichment has been achieved in a metatranscriptomic study (**Table 2**). Eight samples, four DNA and four mRNA, were processed producing a total of 323,161,989 bp (117.4 Mbp of mRNA and 205.7 Mbp of DNA). This exceeds previously published metatranscriptomic studies because of the inclusion of replicated samples. By further contrast, this is equivalent to 5.1% of the total bp sequenced, and 19% of the number of reads of the recent Global Ocean Survey (GOS) sequencing effort [2]. Here we present an analysis of these data that confirms the high level of enrichment for mRNA and the high levels of assembly of mRNA sequences compared to the DNA of the metagenomes; we also speculate on the potential coverage of the natural metatranscriptome sampled and discuss potential biases introduced by this methodology and provide evidence against the large-scale generation of mosaics and artefacts by the use of GenomiPHI amplification. We then discuss the proportion of these mRNAs that match protein databases, discuss the most abundant ‘known’ clusters, and compare the metatranscriptome with the metagenome and with the first published study of a marine metatranscriptome [9].

**Table 2:** Comparison of methods described by current manuscript with the three most recent methods for analysing microbial metatranscriptomes.

	Leininger et al [7]; Urich et al [8]	Frias-Lopez et al. [9]	Gilbert et al [10] (and this study)
**Habitat**	Soil (Nutrient-poor, sandy-soil)	Marine (oligotrophic ocean)	Marine (eutrophic coastal waters)
**Total biological samples**	1 (1 metatranscriptome)	1 (1 metatranscriptome, 1 metagenome)	4 (4 metatranscriptomes, 4 metagenomes)
**Total DNA/RNA (Millions bp)**	∼25.32	∼60.1	∼323.2
**RNA purification methodology**	Griffiths et al [11] method from 6 g of soil.	mirVana RNA isolation kit (Ambion) from 1 L of sea water	Neufeld et al, [12] method and MinElute RNA cleanup (Qiagen) from 15 L of seawater
**mRNA isolation and amplification methodology**	N/A *	mRNA amplification using MEssageAmp II-Bacterial kit (Ambion)	MicrobeExpress and Megaclear kit (Ambion). GenomiPHI amplification (GE Healthcare)
**RNA sequencing**	GS20-pyrosequencing	GS-20 pyrosequencing	GS-flx pyrosequencing
**Average length**	98 bp	112 bp	215 bp
**Yield of mRNA sequences**	8.2%	47.1%	99.9%
**Yield of orphaned sequences**	22% (60% of mRNA assigned tags)^1^	89.5%^2^	87%^2^

1 based on hits to nucleotide sequences using the MG-RAST Seed database.

2 based on hits to potential open reading frames using the PFAM, TIGRfam and COG protein databases.

* Not performed, rRNA and mRNA expressly sequenced together to examine both community structure and function.

### Determining the proportion of ribosomal RNA remaining in mRNA metatranscriptomic samples

Both DNA and mRNA sequences were analyzed using the publicly-available SEED MG-RAST (Metagenome Rapid Annotation using Subsystem Technology, http://metagenomics.theseed.org [17], [18]), which compares inputted sequences against a database of metabolic systems from selected organisms. Taxonomic information for the metagenomes within SEED was obtained by comparison against three 16S rDNA databases (the Ribosomal Database Project II (RDP), Greengenes, and the European Ribosomal Database). Although rRNA comprises approximately 80–90% of total RNA in a typical bacterium [19], it averaged only 0.08% of the total number of sequences in the four combined cDNA libraries (**Table 1**). The purification was far more efficient than would be predicted for the methodology and capture-probe range of the Microbe Express kit (Ambion) used for the subtractive hybridisation of rRNA. This could be because the 16S rRNA probes used in the subtractive hybridisation technique may hybridise to a more significant proportion of the community than previously considered. While this might lead to a more substantial removal, it cannot explain the near-complete removal seen in this study. A second more likely possibility is that the multiple displacement amplification approach (GenomiPHI) used to amplify the available mRNA, inefficiently amplified rRNA due to its inherent secondary structure that could have inhibited the reaction (GE Healthcare technical services communication). Both of these options should be further tested.

### Comparisons of homology between datasets

To determine the similarity of each dataset to each other, total nucleic acids between each database and total partial ORFs (pORFs) between each database were compared to provide an indication of the number of homologous sequences shared between each pair of datasets (**Table S3**). This demonstrated that each DNA dataset shared approximately 10% to 25% of the nucleic acid sequences and 20% to 33% of the pORF sequences. This suggests that the majority of sequences within each group were unique (singletons) to each dataset; a similar result was seen in the Global Ocean Survey when the metagenomes of different regions were compared [2]. The comparison between mRNA datasets showed a clear delineation between mid-bloom and post-bloom, with mid-bloom mRNA sharing ∼50% of their nucleic acid transcripts and post-bloom sharing >95% of their nucleic acid transcripts. This result was consistent when the datasets were compared between time points, with ∼50% of mid-bloom transcripts being homologous with ∼90% of post-bloom transcripts (**Table S3**). We postulate below that this difference could be due to an over-abundance of viral transcripts in the post-bloom environment causing the metatranscriptomes to become more homogenous.

It was expected that the metatranscriptome from the post-bloom environment would be more similar to the metagenome from the post-bloom environment than the mid-bloom samples. The comparison clearly demonstrates this (**Table S3**). The mid-bloom metagenomes also had greater homology to the mid-bloom metatranscriptomes than the post-bloom metatranscriptomes.

### Clustering of DNA and mRNA sequences confirms higher levels of assembly of mRNAs and differences between time points

To determine the possible level of assembly of sequence clusters, total DNA and mRNA sequences were analyzed using a metagenomic sequence analysis pipeline developed at CAMERA (Community Cyberinfrastructure for Advanced Marine Microbial Ecology Research and Analysis [20]) (access to this pipeline can be arranged by contacting the corresponding author). The number of unique sequences was calculated by clustering un-assembled sequence reads as described in the Materials and Methods [16].

As shown in **Table 1** an average of 79% of the DNA-derived metagenome sequences from both mid- and post-bloom samples were unique (singletons). This confirms the low level of coverage of the genomes in this sample and the high diversity. In contrast, the mRNA-derived sequences showed much higher levels of clustering, with an average of 45% of the sequences from the mid-bloom (time point 1) and only 9.5% of the post-bloom sequences (time point 2) being unique (**Table 1**) (calculated by dividing the total number of unique sequence clusters by the total number of sequence reads). Strikingly, only five of the 609 largest nucleotide-level mRNA clusters (those with ≥100 sequences) had an observed match in any of the DNA metagenomes. This low level of homology between mRNA sequences and the community DNA metagenome was previously noted [9] and is expected given the sparse sequence coverage for the much larger metagenome. Alternatively, this could be an overestimate of the lack of homology as it is possible for any of the RNA clusters to actually come from the same transcript. For example, an mRNA cluster from the first 25% of a given gene (average gene length ∼950 bp [21]) would appear to have no match even if the DNA library captured the other 75% of the gene. Unfortunately, there is no way to resolve this issue given the small size of sequences currently generated with pyrosequencing methodology.

To directly compare the level of assembly (diversity) in the eight samples, individual rarefaction was used to normalize the number of clusters to an equivalent sampling effort (i.e. that of the smallest sample) (**Table 1**). The number of clusters in all four DNA samples was surprisingly uniform and was double the number of clusters from the mid-bloom and nine times from the post-bloom mRNA samples. These results show that the metatranscriptome is smaller than the metagenome, assembles better, and that the expression of genes is different for mid-bloom and post-bloom communities. Of these an average of 0.23% of mid-bloom and 2.3% of post-bloom transcript clusters included more than 100 sequences. In other words, the transcription profile became more homogenous in the post-bloom situation.

Based on this clustering, we compared the total number of clusters found to the total number expected within a given water sample. To generate a rough estimate of potential metatranscriptome coverage, we used the approach of Poretsky *et al.* [6] to estimate that each water sample contained ca. 80,000 unique transcripts. This estimate is based on the observed number of dominant taxa and bacterial abundance (data not shown). This is the same order of magnitude as the number of unique mRNA sequences identified (**Table 1**) suggesting that this study may have achieved a reasonable coverage of the community metatranscriptome (in comparison, the metagenomes were vastly under-sampled). This is clearly an upper estimate, and given that the top 609 nucleotide clusters could be collapsed with less conservative clustering criteria into 85 larger clusters (see Materials and Methods), the actual number of transcripts could be 7-fold or more lower. Indeed the real value could be even lower, since one functional transcript may be coded for by more than one cluster (**Table 3**). 

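Bacterial abundance by flow cytometry was 4480 cells per µl over the bloom phase in the high CO2 mesocosm (3709 to 4785 over 4 dates) and 4429 cells per µl in the present day mesocosm (2786 to 5285 over 4 dates). Over the 8 post-bloom dates it was 5604 cells per µl under high CO2 (1385 to 11912) and 6872 cells per µl in the present day mesocosm (3010 to 10975). Before the bloom phase it had been 3102 cells per µl over 6 dates under high CO2 and 3358 over 5 dates in the present day mesocosm. The counts are whole numbers in all 7 water bodies from 12 May and have decimals in at least 6 of the 7 on every earlier date, so most values of the bloom phase differ in form from those before it. Over all 19 dates the mean was 4545 cells per µl under high CO2 and 5252 in the present day mesocosm, and the high CO2 mesocosm had the higher count on 5 of the 19 dates. The ranges are over days of 1 mesocosm each, so the gap between the treatments has no replicate check. The counts give the bacterial abundance only, and the number of dominant taxa that also enters the paper's estimate was not analysed here.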

We have previously shown this for another gene, *phnA*, that encodes phosphonoacetate hydrolase; the *phnA* from one organism had twelve hits within the metagenomic data, which were spread out over the gene [10]. Using the clustering methodology outlined here, this method would have identified this one gene as belonging to six different clusters due to overlap between the 12 sequences.

**Table 3:** Top ten most abundant identifiable transcripts identified from pORF clustering.

Rank	COG ID	No. of Seqs (nr)	No. of clusters	Annotation	TIGRfam ID	No. of Seqs. (nr)	No. of clusters	Annotation	PFAM ID	No. of Seqs. (nr)	No. of clusters	Annotation
1	COG0209	464 (149)	12	Ribonucleotide reductase, alpha subunit	TIGR02505	526 (190)	13	ribonucleoside-triphosphate reductase, adenosylcobalamin-dependent	PF02407	27147 (815)	44	Putative viral replication protein
2	COG0443	330 (156)	11	Molecular chaperone	TIGR02348	359 (158)	11	chaperonin GroL	PF00910	15101 (595)	28	RNA helicase
3	COG0459	359 (158)	11	Chaperonin GroEL (HSP60 family)	TIGR02350	330 (156)	11	chaperone protein DnaK	PF00005	372 (212)	18	ABC transporter
4	COG0376	96 (46)	9	Catalase (peroxidase I)	TIGR01369	214 (108)	9	carbamoyl-phosphate synthase, large subunit	PF00004	326 (149)	13	ATPase family associated with various cellular activities (AAA)
5	COG0458	214 (108)	9	Carbamoylphosphate synthase large subunit	TIGR02188	236 (120)	9	acetate–CoA ligase	PF00012	330 (156)	11	Hsp70 protein
6	COG5265	236 (126)	9	ABC-type transport system involved in Fe-S cluster assembly, permease and ATPase components	TIGR00630	224 (103)	8	excinuclease ABC, A subunit	PF00118	359 (158)	11	TCP-1/cpn60 chaperonin family
7	COG0086	210 (96)	8	DNA-directed RNA polymerase, beta' subunit/160 kD subunit	TIGR00936	257 (118)	8	adenosylhomocysteinase	PF00006	292 (122)	10	ATP synthase alpha/beta family, nucleotide-binding domain
8	COG0178	224 (103)	8	Excinuclease ATPase subunit	TIGR02013	219 (82)	7	DNA-directed RNA polymerase, beta subunit	PF00009	399 (148)	10	Elongation factor Tu GTP binding domain
9	COG0499	257 (118)	8	S-adenosylhomocysteine hydrolase	TIGR02506	267 (78)	7	ribonucleoside-diphosphate reductase, alpha subunit	PF02867	326 (101)	9	Ribonucleotide reductase, barrel domain
10	COG0085	219 (82)	7	DNA-directed RNA polymerase, beta subunit/140 kD subunit	TIGR01242	178 (84)	6	26S proteasome subunit P45 family	PF00501	228 (116)	8	AMP-binding enzyme

This table only includes the pORF clusters with >10 non-redundant sequences. No. of Seqs. refers to the number of sequences which contribute to that cluster, in brackets are the number of non-redundant sequences which contribute to that cluster.

### Evidence against potential biases in detecting naturally occurring mRNA clusters introduced by GenomiPHI

There are two key biases that might be introduced using the methodology presented here. Firstly, the time required to concentrate the community by filtration is longer than the half-life of mRNA, but this is true of most methods used to analyze the metatranscriptome of aquatic samples [6]. Recent studies however, have used smaller volumes (e.g. ∼1 L [9]), and the current methodology would still be effective using these smaller volumes. However, in the current study this methodology was run concomitantly with other analyses that required a significant amount of DNA, e.g. fosmid library production [10].

Secondly, amplification of cDNA using GenomiPHI could introduce artefactual sequences (although evidence of such a bias for transcriptome amplification does not exist [22]). Such artefacts could include mosaic or artefactual sequences that could explain the large number of orphan transcripts found in this study. We therefore performed four types of subsequent analyses to attempt to validate these clusters.

Firstly, to generate empirical evidence of the presence of these clusters in the original water samples and to test for chimeras, a PCR analysis was performed that targeted 27 of the most highly expressed orphan clusters. PCR reactions were performed on 1) the original environmental DNA preparations, 2) unamplified cDNA and 3) mRNA (this was a negative control, since it is DNA-free). Amplification products were detected for all 27 selected target sequences in at least one of the environmental DNA samples (**Table S2**). None of the sequences could be detected in any of the 4 mRNA samples (negative controls) confirming an absence of contamination of DNA. All 27 transcripts were found in all four cDNA samples. For the mid-bloom time points, 12 and 11 of the transcripts respectively were identified in the high CO_2_ and control environmental DNA samples **(** **Table S2**). Some, but not all, of these transcripts were of lower abundance when normalized to sequencing effort (data not shown).

Secondly, this is the first published metatranscriptomic study to include biological replicates (**Table 2**) making it possible to compare observed transcripts generated from independent samples using the same methodology. Of the four metatranscriptomes analyzed, transcript clusters showed similar abundance in *both* peak bloom samples and *both* post bloom samples (**Table 1** **,** **Table S2**). Since all four metatranscriptomes were generated using the same mRNA enrichment methodology, this level of observed similarity of abundant transcripts would not be expected by chance and provides strong evidence that the difference seen *between* time points in both the treatment and control samples are due to biological differences in the composition of the community within the bloom (**Table S2**).

Thirdly, we compared the functional profiles of the metagenomes and metatranscriptomes (**Fig. 1**). All eight data sets were annotated using similarity matching against SEED subsystems [17]. While this approach only validates transcripts with observable homology to genes in known subsystems, it still shows that the metatranscriptome functional profile does not significantly differ from that of the metagenome (one-way Anosim R = 0.271, *p* = >0.05). For this analysis, the number of sequences with significant identity to each metabolic gene in a functional category in the SEED subsystem database were normalised to the sequencing effort for each sample (**Fig. 1**) and sequences which could not be annotated in this way were not included.

**Figure 1:**
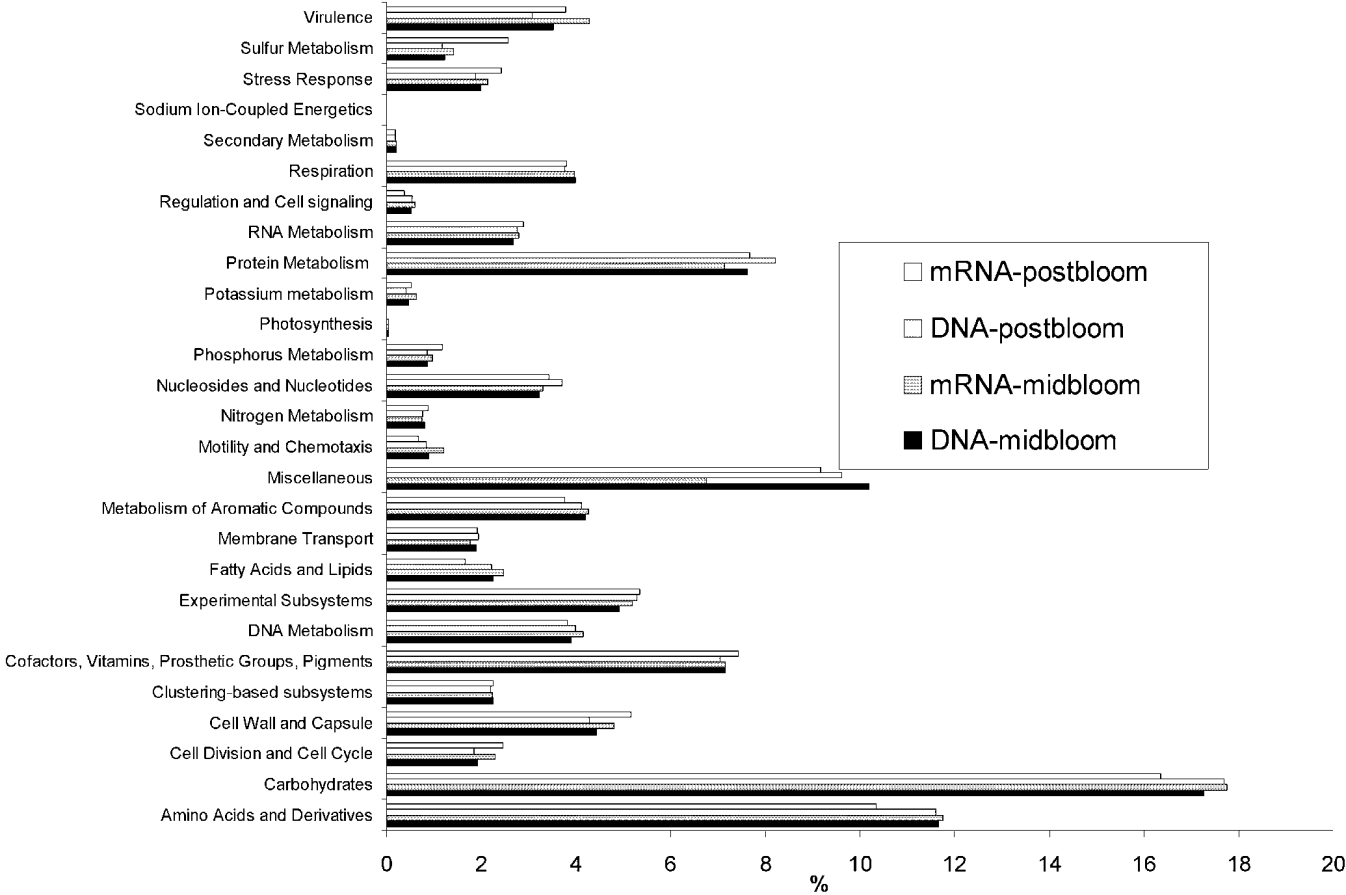
Relative abundance of sequence types identified for each sample. Number of sequences per metabolism subsystem were normalised to sequencing effort for each sample and then relative abundance for each was calculated as a percentage.

Fourthly, we compared the level of assembly and novelty between our four mRNA and DNA samples and that of the only previously published metatranscriptomic study of a marine microbial community [9]. All samples were translated in all six reading frames into contiguous peptides of at least 30 amino acids without a stop codon, spurious pORFs were removed, leaving 2,567,050 predicted or putative pORFs (See Materials and Methods, **Table 1**). These pORFs were clustered to assess the diversity of function from each sample, and were compared against known databases to provide basic annotation of known proteins and potential identification of novel pORFs. As shown in **Table 1**, the majority of the highly clustered (≥10 non-redundant sequences per cluster) transcripts (∼94% mid-bloom and ∼87% post-bloom) were novel clusters that may represent uncharacterized proteins.

The mRNA samples from the current study yielded 1∼2 orders of magnitude more novel protein clusters than their corresponding DNA samples when normalized to size (**Table 1**). Surprisingly, this high level of diversity was actually exceeded by the previously published Frias-Lopez study [9]. Clustering of that data according to the same criteria showed that ∼98% of metatranscriptomic sequences were unique (**Table S1**). To directly compare the annotation of pORFs for this study with that of the Frias-Lopez study [9], we applied the same clustering techniques for the translated proteins to their raw data (**Table S1**). A total of 1,826 pORF clusters containing >10 non-redundant sequences were found (DNA, rRNA and mRNA) and 865 pORF clusters remained after all rRNA clusters were removed. If the values for novel protein clusters are normalised to sequencing effort, we see that the Frias-Lopez study identified 1.8× the number of novel protein sequences per sequencing effort when compared to the current study. This phenomenon can be partially explained by the differences in read lengths between the studies (**Table 2**), as longer read lengths are more likely to be positively annotated than shorter read lengths [23], [24].

### Differences between sequence abundances in metatranscriptomes and metagenomes

The benefits of applying both metatranscriptomic and metagenomic analysis to the same biological samples include the potential to detect differential expression of mRNAs (function) between communities under different environmental conditions, while the metagenome (DNA) can also provide a frame-of-reference for the total potential of the community metatranscriptome. Using the proportion of DNA and mRNA sequences that had homology to known proteins, we were able to make phylum-level taxonomic assignments using annotations from the SEED databases [18] (**Fig. 2**). Comparison of the 4 DNA and 4 mRNA samples shows them to be significantly different in taxonomic composition (by one-way Anosim analysis, R = 0.385, *p*<0.03). Despite this, comparisons of all subsets of the data failed to reveal any significant differences (perhaps due to small sample sizes – data not shown). This suggests that changes seem in mid- and post-bloom time points are due more to changes in particular genes within taxa, than large-scale changes in the abundances of phyla-level taxonomic groups. Some potential qualitative changes can be seen within these patterns that may contribute to this significant difference between DNA and mRNAs including an increased number of transcripts from the *Bacteroidetes* phylum (an important group in macromolecule degradation) during the mid-bloom sample compared to its proportion of the same sample of DNA (Bacteroidetes was only the 4^th^ most abundant metagenomic group but had the 3^rd^ highest transcriptional activity) (**Fig. 2**).

**Figure 2:**
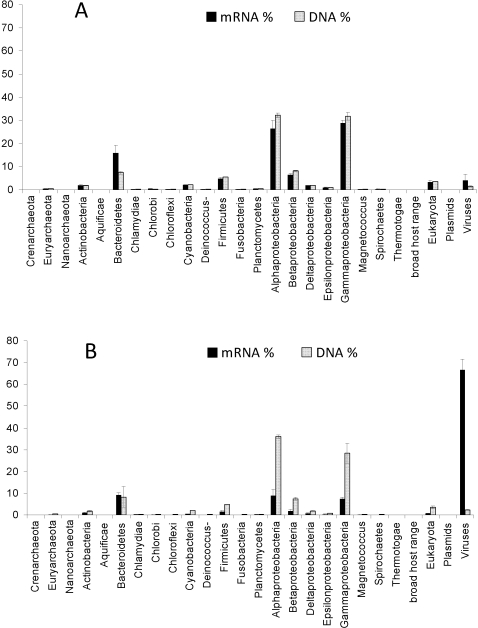
Percentage taxonomic affiliation of sequences identified in each dataset by BLAST against the SEED database. A – community at peak of the phytoplankton bloom (±1 SD). B - community after the phytoplankton bloom (±1 SD). Standard deviations are calculated from comparison of the different treatments. Data shown are for the high CO_2_ treatment.

### The most abundant ‘known’ transcripts found in the metatranscriptome and metagenome

The most abundant ‘known’ pORF clusters included a large number of housekeeping genes. All pORF clusters with >10 non redundant sequences were annotated by comparison to the PFAM, TIGRfam and COG databases (**Table 3**). Whilst the PFAM annotations yielded significant numbers of viral proteins, viral sequences were absent from both the TIGRfam and COG annotations (viral annotations discussed in next section).

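The pCO2 of the water was higher in the high CO2 mesocosm than in the present day mesocosm on each of the 21 dates on which both were measured. Its mean over the record was 598 µatm (375 to 764) under high CO2 and 251 µatm (174 to 342) in the present day mesocosm, a ratio of 2.38. The gap was smaller in the bloom phase, at 511 against 249 µatm, than before it, at 666 against 304 µatm, or after it, at 599 against 205 µatm. Calculated pH had a mean of 7.88 (7.78 to 8.06) under high CO2 and 8.21 (8.09 to 8.34) in the present day mesocosm, and was lower under high CO2 on every date. The difference in pH, high CO2 minus present day, was -0.273 in the bloom phase and -0.402 post-bloom. Under high CO2 the pCO2 stood at 399 µatm on 15 May and 586 µatm on 16 May, with no such step in the present day mesocosm, which had 174 and 181 µatm. With only 1 mesocosm of each treatment named no test was made, and the ranges are over dates. The pH values rest in part on the extrapolated alkalinity that the authors call dubious.

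**Figure D2:**
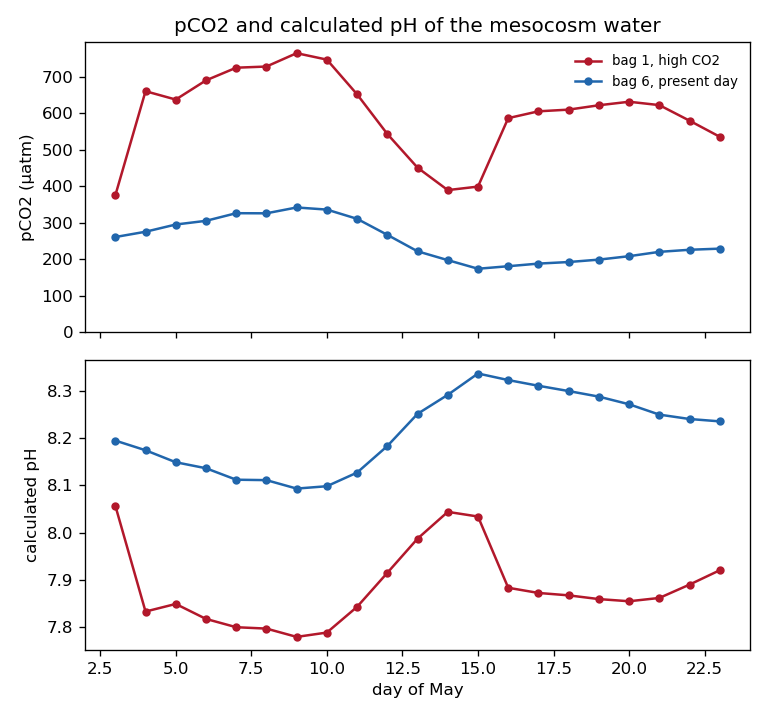
pCO2 in µatm (upper panel) and calculated pH (lower panel) against the day of May, with red points for the high CO2 mesocosm (bag 1) and blue points for the present day mesocosm (bag 6). Each point is 1 value of 1 date. The red pCO2 points lie above the blue ones, and the red pH points below them, on all 21 dates.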

Among the most abundant sequences with annotations are stress-induced chaperonin proteins (**Table 3**), which are potentially expressed in response to the low pH or high CO_2_ concentration stress found in the ocean acidification mesocosm samples. This is corroborated by the distribution of sequences with ∼60% (1.4×increase) of the chaperonin transcript sequences coming from the high CO_2_ mesocosms. This is mirrored by the metagenomic data in which ∼55% (1.2×increase) of the chaperonin gene sequences are found in the high CO_2_ environment. However, it is possible that these proteins are induced when the bacteria are being filtered, and hence this could be an artefact caused by the sampling procedure; using smaller starting volumes should alleviate this. Neither of these proteins were identified as being abundant in the dominant pORF clusters (>10 non-redundant sequences) from study by Frias-Lopez *et al.* [9] which utilised only 1 L sampling volumes and may have reduced stress on the bacteria by reducing the filtration time.

A range of proteins considered to be ubiquitous in cellular processes also ranked among the most abundant sequences that could be annotated. These included ribonucleotide reductase proteins (COG0209, TIGR02505, TIGR02506, PF02867), which were matched in all 3 reference databases (**Table 3**), as were proteins involved in ABC transporters, ATPase activity and AMP-binding (COG5265, TIGR00630, PF00004, PF00005, PF00006, PF00501). RNA polymerases (COG0085, COG0086, TIGR02013) were only assigned by the COG and TIGRfam annotations. Other abundant pORF clusters (>10 non-redundant sequences) encoded catalases/peroxidises (COG0376), carbamoylphosphate syntheases (COG0458, TIGR01369), excinucleases (COG0178), S-adenosylhomocysteine hydrolase (COG0499, TIGR00936), acetate-CoA ligases (TIGR02188), 26S proteasome subunit P45 family protein (TIGR01242), and elongation factor Tu GTP binding domain (PF00009) (**Table 3**).

### Abundant viral sequences in the post-bloom time point samples may contribute to the large number of orphan transcript clusters found

At the end of any phytoplankton bloom, a substantial increase is expected in the number of expressed viral transcripts. This was observed in our post-bloom mRNA samples, in which transcripts with viral homologues were on average 24.5 times more abundant than viral DNA sequences (**Fig. 2**). While free viruses particles would pass through the 0.22 µm filters used, and would therefore have low sequence abundance in the post-bloom samples, infected cells would be expected to have overwhelming viral gene expression during lytic growth (**Fig. 2**). The large increase in viral transcription occurred immediately after a substantial increase in bacterial abundance following the phytoplankton bloom (data not shown).

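Bacterial abundance had a higher mean after the bloom than during it in both sequenced mesocosms, but the 2 mesocosms took different courses. In the high CO2 mesocosm the post-bloom mean was 1.25 times the bloom mean (log2 ratio 0.32, with a day-to-day SD of 0.85 within the phases). From its low on 15 May the count went up 3.21-fold to a peak on 18 May. It was 8.60-fold below that peak on 21 May, and 2213 cells per µl were counted on 23 May. In the present day mesocosm the post-bloom mean was 1.55 times the bloom mean (log2 ratio 0.63, day-to-day SD 0.59). There the count went up 3.94-fold between 15 and 23 May, the last date, which was also the highest. The daily counts of the phases overlapped in both mesocosms. The difference in log2 ratio, high CO2 minus present day, was -0.31 and smaller than either day-to-day SD. With phase medians the log2 ratio of the high CO2 mesocosm was 0.04. On 15 May the bacteria of all 7 water bodies counted, the fjord included, lay below the mean log2 count of the dates before and after. In bag 2 the count was still above that of 14 May. Without 15 May the log2 ratios of the high CO2 and present day mesocosms were 0.24 and 0.47. An exact sign-flip test over 2 mesocosms cannot give a p below 0.5 and was not run. The paper places the increase in viral transcription directly after that in bacteria, and from the high abundance of viruses expected after a bloom it proposes that many of the unknown predicted proteins may be of viral origin.

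**Figure D3:**
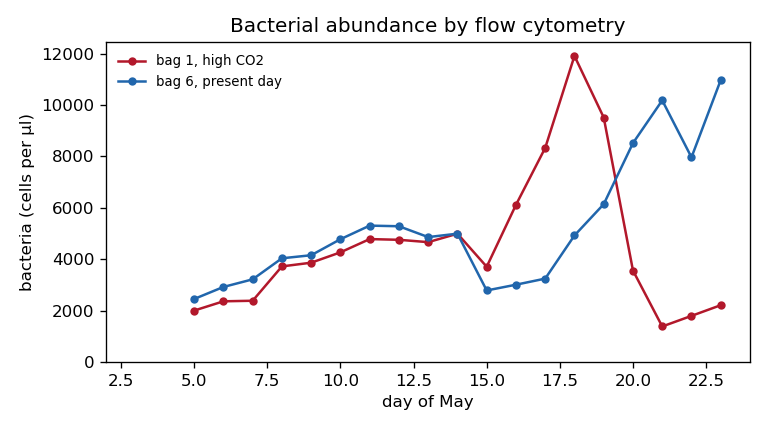
Bacterial abundance by flow cytometry in cells per µl against the day of May, with red points for the high CO2 mesocosm (bag 1) and blue points for the present day mesocosm (bag 6). Each point is 1 count of 1 date. The red points have their peak on 18 May and their lowest later value on 21 May, and the blue points are highest on 23 May.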

The high expected abundance of viruses in the post-bloom environment suggests that many of the unknown predicted proteins maybe of viral origin [3]. This is supported by the annotation of the dominant pORF clusters (with >10 non-redundant sequences, **Table 3**) and **Fig. 2**. The most abundant sequence that could be annotated was PF02407, Putative Viral Replication Protein, and the second most abundant was PF00910, RNA helicase, which is thought to be involved in viral infection (**Table 3**). These sequences comprise 7.7% and 5% respectively of the dominant clusters that can be annotated by comparison to the PFAM database (12.7% in total).

Furthermore, these two proteins are more abundant in the post-bloom environment, with ∼86% of these transcripts being found only in the post-bloom samples. Interestingly, only a single homologue for PF02407 was found in the post-bloom metagenomes. This not only confirms the results seen in **Fig. 2**, but also underscores a clear case of the biological significance of observed differences in the ratios of transcripts and their DNA sequences.

### Further validation of metatranscriptomes and metagenomes by direct comparison to an oligotrophic ocean metatranscriptome

Both the validity and nature of mRNA transcripts from this experiment were explored by direct comparison with the Frias-Lopez data set (**Table 2**) [9]. There was some overlap of sequences, including both house-keeping genes and a few of the most highly expressed novel orphan clusters. But the analysis also highlights the extensive diversity between these samples which, while both taken from the marine environment, came from two distinct marine habitats (**Table 2**).

Specifically, comparisons were generated using BLASTN (**Table 4**) for 3 versions of the two data sets: 1) total sequences, 2) representative ntDNA sequences from each nucleotide cluster and 3) representative sequences from each pORF cluster. Both mRNA and DNA sequences were compared separately. Values for the Frias-Lopez cDNA following removal of the rRNA sequences were also used for comparison. The most abundant clusters of the current study were also compared to the Frias-Lopez full mRNA and DNA datasets (**Table 5**).

**Table 4:** BLASTN comparison of total nucleic acids, representative sequences from nucleic acid clusters and representative sequences from pORF clusters from this study and the Frias-Lopez study [9].

		Gilbert et al [10] and current study			
		*DNA, DNA nuc-clusters, DNA pORF clusters*		*mRNA, mRNA nuc-clusters, mRNA pORF clusters*	
**Frias-Lopez et al ** [**9**]	*DNA*	44261(10.7)	102637 (10.3)	19359 (4.67)	56835 (11.2)
	*DNA nuc-clusters*	35575 (10.6, **8.6**)	59918 (9.5, **6**)	15564 (4.65, **3.75**)	11698 (8.8, **2.3**)
	*DNA-pORF clusters*	59774 (15, **14.4**)	40002 (3.7, **4**)	21302 (5.5, **5.1**)	17672 (7.5, **3.5**)
	*mRNA*	64609 (52.4)	18602 (1.9)	58123 (45)	2680 (0.53)
	*mRNA (rRNA removed)*	15179 (24.1, **11.8**)	15598 (1.57, **1.6**)	13121 (20.8, **10.2**)	2162 (0.43, **0.42**)
	*mRNA nuc-clusters*	27094 (38.7, **21.1**)	10689 (1.7, **1.07**)	22289 (31.9, **17.4**)	1942 (1.45, **0.38**)
	*mRNA nuc-clusters (rRNA removed)*	8338 (19, **6.5**)	9631 (1.5, **1**)	6171 (14, **5**)	1624 (1.2, **0.3**)
	*mRNA-pORF clusters*	4330 (9, **3.4**)	5484 (0.5, **0.55**)	2372 (5, **1.8**)	1736 (0.7, **0.34**)

For each comparison two values are given, the first value is the percentage of Frias-Lopez data which is homologous to data from the current study; the second is the percentage of data from the current study which is homologous to the Frias-Lopez data. Comparisons were performed using BLASTN with the current studies dataset as reference database, and the Frias-Lopez dataset as the query. The (-b –v) parameter in BLASTN was set to 40,000. For every query sequence, every similar sequence in the reference dataset is identified. Sequences from both datasets that meet the criteria of an E-value <0.001 were included. Percentage values in parentheses are calculated by dividing each value by the total number of sequences/representative sequences for each dataset. For the Frias-Lopez data: Total DNA – 414,323, Total DNA nuc-clusters – 334,940, Total DNA pORF clusters – 390,599, Total mRNA – 128,234, Total mRNA (rRNA removed) - 63,111, Total mRNA nuc-clusters – 69,948, Total mRNA nuc-clusters (rRNA removed) - 43,948, Total mRNA-pORF clusters – 46,703. For the Gilbert data: Total DNA – 992,224, Total DNA nuc-clusters – 630,159, Total DNA pORF clusters – 1,083,644, Total mRNA – 506,353, Total mRNA nuc-clusters – 133,447, Total mRNA pORF clusters – 238,655. Percentage values in bold are normalised by divided each value through the Total DNA or Total RNA for the relevant study. Nuc-cluster refers to nucleotide clusters.

**Table 5:** BLASTN comparison of the reference sequences of the abundant nucleic acid clusters (>10 and >100 sequences per cluster) from the current study to the total combined mRNA and DNA sequences from the Frias-Lopez et al [9] study.

		Frias-Lopez et al [9] study	
		mRNA homologues (%)	DNA homologues (%)
Current Study	3639 nucleotide clusters (10–99 sequences)	107 (2.9%)	326 (9%)
	85 nucleotide clusters (>100 sequences)	1 (1.2%)	4 (4.7%)

The 3649 clusters have >10 sequences and the 85 clusters are ‘contigs’ of all 609 clusters with >100 sequences (as described in the Materials and Methods).

About 10% of the sequences in the two metagenomes are shared, but the shared proportion of DNA pORFs is higher (15%) for the Frias-Lopez study and considerably lower (3.7%) for the current study. Interestingly, this trend is confirmed by the DNA-mRNA comparisons in which the total proportion of DNA matches is always far lower than the proportion of mRNA (**Table 4**). At the highest level of assembly, comparisons of pORF clusters reveal that 9% and 7.5% of the mRNAs are shared with the relevant metagenome. Smaller proportions of the pORF mRNAs of each study (5.0% and 0.7%) showed similarities to each other suggesting that different subsets of the “potential metatranscriptome” of the two communities are expressed in the two habitats.

Shared sequences are expected to include housekeeping genes, as suggested by the homology between many of the largest identifiable clusters found in both studies **(** **Table 4** and **Table 6**). Similarities among the mostly highly expressed abundant clusters are still very rare (**Table 5**). This could be a result of niche-specific genes (or post-bloom specific genes in this study) and/or the heavy viral load associated with the collapsing algal bloom conditions for the current study. This viral load hypothesis is potentially confirmed by an observed anomaly seen in **Table 4**. The relative percentage of total nucleic acid comparisons is higher than the comparison between nucleic acid clusters (nuc-clusters) for each analysis except when comparing our mRNA nucleotide clusters (mRNA nuc-clusters). The relative percentage increases from 0.53% to 1.45%, and is seen again when comparing against the Frias-Lopez mRNA following removal of the rRNA, whereby the values are 0.43% increasing to 1.2% (**Table 4**). We hypothesise that this anomaly is caused by the majority of the Frias-Lopez mRNA homolog's being singletons in our mRNA data, hence on clustering, their contribution to the percentage calculation is more significant. This highlights the fact that the abundant sequences in our mRNA data are not abundantly expressed in the Frias-Lopez data, which is to be expected if they are viral sequences.

**Table 6:** Top 10 most abundant annotatable transcripts from the Frias-Lopez *et al.* [9].

PFAM				TIGRFAM				COG			
PFAM ID	Annotation	A	B	TIGRfam ID	Annotation	A	B	COG ID	Annotation	A	B
PF00004	ATPase family associated with various cellular activities (AAA)	13	2	TIGR00485	Translation elongation factor Tu	6	2	COG4585	Signal transduction histidine kinase	0	8
PF01370	NAD dependent epimerase/dehydratase family	4	1	TIGR01242	26S proteasome subunit P45 family	6	1	COG5116	26S proteasome regulatory complex component	0	6
PF03143	Elongation factor Tu C-terminal domain	3	1	TIGR02639	ATP-dependent Clp protease ATP-binding subunit ClpA	6	1	COG0050	GTPases - translation elongation factors	6	2
PF00521	DNA gyrase/topoisomerase IV, subunit A	2	1	TIGR00962	ATP synthase F1, alpha subunit	4	1	COG1222	ATP-dependent 26S proteasome regulatory subunit	0	2
PF03144	Elongation factor Tu domain 2	2	1	TIGR01472	GDP-mannose 4,6-dehydratase	3	1	COG0187	Type IIA topoisomerase (DNA gyrase/topo II, topoisomerase IV), B subunit	4	1
PF00216	Bacterial DNA-binding protein	1	1	TIGR01017	Ribosomal protein S4	2	1	COG0568	DNA-directed RNA polymerase, sigma subunit (sigma70/sigma32)	4	1
PF00101	Ribulose bisphosphate carboxylase, small chain	0	1	TIGR02521	Type IV pilus biogenesis/stability protein PilW	1	1	COG1089	GDP-D-mannose dehydratase	3	1
PF00016	Ribulose bisphosphate carboxylase large chain, catalytic domain	0	1	TIGR00038	translation elongation factor P	0	1	COG0188	Type IIA topoisomerase (DNA gyrase/topo II, topoisomerase IV), A subunit	2	1
PF01106	NifU-like domain	0	1	TIGR00050	RNA methyltransferase, TrmH family, group 1	0	1	COG0206	Cell division GTPase	0	1
PF07719	Tetratricopeptide repeat	0	1	TIGR00065	Cell division protein FtsZ	0	1	COG0278	Glutaredoxin-related protein	0	1

(B). If a homologue was identified in the current study (A) that too is included. Numbers in columns A and B refer to the number of sequences which were assigned this particular protein annotation. Only pORF clusters with >10 non-redundant sequences were included in this analysis.

The number of protein sequences that can be annotated through comparison to PFAM, TIGRfam or COG was approximately 2.5% prior to removal of rRNA sequences and 4.3% following removal. This is far lower than the 36.5% from our study which could be annotated (8.5 fold more) (**Tables 2** **and** **Table S1**). When comparing the annotation of the top 10 most abundant pORF clusters (>10 non-redundant sequences) found in the Frias-Lopez studies (**Table 6**) 6 (by PFAM), 7 (by TIGRfam) and 5 (by COG) clusters are found in both studies as abundant clusters (>100 sequences per pORF cluster). For example, the 1^st^ and 2^nd^ most abundant PFAM annotation for the Frias-Lopez study (PF00004) are the 4^th^ and 10^th^ most abundant PFAM annotation for the current study (**Table 3** **&** **6**).

### Summary

The ability to assess natural metatranscriptomes of complex microbial communities under different environmental conditions represents a significant advance in our ability to link community structure with function and DNA genotypes (sequences) with corresponding phenotypes. The approach presented here expands the available methodologies for assaying metatranscriptomes with >99% enrichment from total RNA (by removal of ribosomal RNA) and demonstrates that changes in expression of transcripts can be observed between time points. The outputs of this study include a large number of novel, highly expressed sequence clusters and confirmation that the majority of these clusters are orphaned and therefore further prove the utility of this approach for use in discovering novel genetic capacity [9]. The computational analyses produced in this study also demonstrates the critical importance of access to public portals, namely CAMERA [20] and SEED [17], [18], for the processing of such vast quantities of complex data.

## Supporting Information

Table S1 Comparison of DNA and mRNA from samples collected by Frias-Lopez et al [9].
(0.04 MB RTF)

Table S2 Information about the 85 most abundant nucleotide clusters. Including size, number of sequences in cluster, distribution of abundance of mRNA and DNA sequences within each cluster and the presence or absence of those clusters for which PCR amplification from environmental DNA was performed. T1B1 refers to high CO2 from the mid-bloom; T1B6 refers to present day CO2 from the mid-bloom; T2B1 refers to high CO2 from the post-bloom; T2B6 refers to present day CO2 from the post-bloom.
(0.27 MB RTF)

Table S3 Number of (A) nucleotide sequence and (C) partial ORF sequence homologues found between the eight datasets from the current study. Percentage of (B) nucleotide sequence and (D) partial ORF sequence homologues found between the eight datasets from the current study. T1B1 = Mid-Bloom, High CO2. T1B6 = Mid-Bloom, Present Day. T2B1 = Post-Bloom, High CO2. T2B6 = Post-Bloom, Present Day. pORF percentages are based on total pORFs, denoted d in Table 2.
(0.10 MB RTF)

# Supplementary material for: Detection of Large Numbers of Novel Sequences in the Metatranscriptomes of Complex Marine Microbial Communities
**Source:** PLoS One. 2008 Aug 22;3(8):e3042. doi: 10.1371/journal.pone.0003042
**Supplement:** Table S1 — Comparison of DNA and mRNA from samples collected by Frias-Lopez et al [9]. (0.04 MB RTF)

**Table S1**. Comparison of DNA and mRNA from samples collected by Frias-Lopez et al [9].

|  | DNA | mRNA | All |
| --- | --- | --- | --- |
| Total Size (Mbp) | 45,400,00 | 14,700,000 | 60,100,000 |
| Total No. of reads | 414,323 | 128,234 | 542,557 |
| Average Length (bp) | 110 | 114 | 112 |
| % of rRNA genes a | 0.59 | 50.8 | 12.5 |
| Absolute number of unique nucleotide clusters b | 334,940 | 69,948 | 403,665 |
| Total number of reads in top cluster | 14 | 469 | 470 |
| Clustering: 1 sequence | 283401 | **54245** | 336090 |
| 2-9 sequences | 51476 | **14485** | 66267 |
| 10-99 sequences | 63 | **1185** | 1275 |
| 100+ sequences | 0 | **33** | 33 |
| Total pORFs c | 545,414 | 179,598 | 725,012 |
| Unique pORFs at 95%d | 461,443 | 119,832 | 579,831 |
| Protein clusters e | 390,599 | 46,703 | 433,892 |
| Protein clusters f with similarity to: | 24 | 1,786 | 1,826 |
| PFAM g | 6 | 5 | 13 |
| TIGRfam h | 7 | 11 | 20 |
| COG i | 7 | 26 | 36 |
| Number of novel Protein clusters j | 14 | 1,754 | 1,781 |

aAnalysis of sequences against the Ribosomal Database Project II (RDP-II) and the European Ribosomal large subunit (LSU)dataset.

b Based on clustering at 95% identity over 80% length of a sequence and over 120 bp.

c Partial Open Reading Frames (pORFs) from six reading frame translation from all reads using translation table 11, starting at the beginning of a read or first ATG after previous stop codon, ending at the end of a read, or at a stop codon and being at least 30 contiguous amino acids.

dTotal pORF reads clustered at 95% identity of over 80% length of sequences.

e Clusters are identified using the representative sequences of each cluster from the 95% step to cluster at 60% identity of over 80% length of sequences.

f The dominant clusters (≥10 non-redundant sequences) with the exclusion of spurious pORFs.

g Protein families database.

h The Institute for Genomic Research protein database.

i NCBI clusters of orthologous groups database.

j With ≥ 10 non-redundant clustered sequences excluding spurious ORFs.

# Supplementary material for: Detection of Large Numbers of Novel Sequences in the Metatranscriptomes of Complex Marine Microbial Communities
**Source:** PLoS One. 2008 Aug 22;3(8):e3042. doi: 10.1371/journal.pone.0003042
**Supplement:** Table S2 — Information about the 85 most abundant nucleotide clusters. Including size, number of sequences in cluster, distribution of abundance of mRNA and DNA sequences within each cluster and the presence or absence of those clusters for which PCR amplification from environmental DNA was performed. T1B1 refers to high CO2 from the mid-bloom; T1B6 refers to present day CO2 from the mid-bloom; T2B1 refers to high CO2 from the post-bloom; T2B6 refers to present day CO2 from the post-bloom. (0.27 MB RTF)

**Table S2** – Information about the 85 most abundant nucleotide clusters. Including size, number of sequences in cluster, distribution of abundance of mRNA and DNA sequences within each cluster and the presence or absence of those clusters for which PCR amplification from environmental DNA was performed. T1B1 refers to high CO2 from the mid-bloom; T1B6 refers to present day CO2 from the mid-bloom; T2B1 refers to high CO2 from the post-bloom; T2B6 refers to present day CO2 from the post-bloom.

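The table counts, for each of 85 clusters of sequences joined by a matching stretch, how many mRNA and DNA sequences of each library fell into it. A cluster need not be a whole transcript, and the paper states that more than 1 cluster may code for 1 functional transcript. The counts are the paper's, and the shares given here were recomputed by dividing them by the reads of each library in Table S3. The clusters hold 284395 sequences, from 31642 in the largest to 105 in the smallest, and only 5 of these sequences are DNA. They took up 34.5% of the mRNA reads of the mid-bloom high CO2 library, 39.3% of the mid-bloom present day library, and 82.7% and 82.3% of the post-bloom high CO2 and present day libraries. The 5 largest clusters alone took 9.75%, 8.49%, 35.8% and 34.9% of the reads, in the same order. Cluster 1, the largest, was at 1.64% and 1.88% mid-bloom and at 13.1% and 11.9% post-bloom. Cluster 2 was at 1.10% and 1.31%, then 8.42% and 8.54%. Cluster 3 was at 0.860% and 1.04%, then 7.08% and 6.55%, and cluster 5 at 0.788% and 0.901%, then 5.79% and 5.95%. Cluster 4, the largest with the opposite course, was at 5.37% and 3.36% mid-bloom and at 1.43% and 1.93% post-bloom. In all, 39 clusters had a larger share post-bloom in both mesocosms, 32 a smaller share in both, and 14 no shared direction. If only changes of at least 2-fold count, these numbers are 34, 13 and 38. The 14 clusters of no shared direction had 50.8% to 98.3% of their mRNA sequences in the mid-bloom present day library. The largest of them, cluster 32, had 1054 of its 1309 sequences there. PCR on environmental DNA was tried for 27 clusters and detected 12 in the mid-bloom high CO2 sample, 11 in the mid-bloom present day sample and all 27 in each post-bloom sample. There is 1 library per condition, so no difference has a replicate check. The 95% Wilson bounds of a share lie within 0.258 percentage points of it, which covers counting error only.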

| | **ID** | **Number of sequences in cluster** | **Distribution of abundance mRNA sequences** | | | | **Distribution of DNA sequences within clusters** | | | | **Presence/absence of amplified transcripts from environmental DNA** | | | | | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | | **T1B1** | **T1B6** | **T2B1** | **T2B6** | **T1B1** | **T1B6** | **T2B1** | **T2B6** | **T1B1** | **T1B6** | **T2B1** | **T2B6** | | 1 | 31642 | 2149 | 3054 | 12568 | 13871 | 0 | 0 | 0 | 0 |  |  |  |  | | 2 | 21593 | 1437 | 2136 | 8097 | 9923 | 0 | 0 | 0 | 0 |  |  |  |  | | 3 | 17242 | 1128 | 1687 | 6813 | 7614 | 0 | 0 | 0 | 0 |  |  |  |  | | 4 | 16135 | 7033 | 5478 | 1378 | 2245 | 0 | 0 | 1 | 0 | 1 | 1 | 1 | 1 | | 5 | 14981 | 1033 | 1468 | 5567 | 6912 | 0 | 0 | 0 | 1 |  |  |  |  | | 6 | 14640 | 6446 | 4919 | 1219 | 2056 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | | 7 | 12597 | 829 | 1238 | 4823 | 5707 | 0 | 0 | 0 | 0 |  |  |  |  | | 8 | 11984 | 698 | 1049 | 4641 | 5595 | 0 | 1 | 0 | 0 |  |  |  |  | | 9 | 10666 | 4597 | 3748 | 881 | 1439 | 1 | 0 | 0 | 0 | 1 | 0 | 1 | 1 | | 10 | 8911 | 564 | 1030 | 3499 | 3818 | 0 | 0 | 0 | 0 |  |  |  |  | | 11 | 8291 | 445 | 636 | 3361 | 3849 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | 1 | | 12 | 8049 | 449 | 557 | 3370 | 3673 | 0 | 0 | 0 | 0 |  |  |  |  | | 13 | 8041 | 531 | 742 | 3070 | 3698 | 0 | 0 | 0 | 0 |  |  |  |  | | 14 | 7286 | 2992 | 2475 | 761 | 1058 | 0 | 0 | 0 | 0 | 1 | 0 | 1 | 1 | | 15 | 6146 | 2740 | 2039 | 519 | 848 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | | 16 | 5457 | 2471 | 1806 | 447 | 733 | 0 | 0 | 0 | 0 | 1 | 0 | 1 | 1 | | 17 | 5188 | 294 | 353 | 2166 | 2375 | 0 | 0 | 0 | 0 |  |  |  |  | | 18 | 4946 | 255 | 479 | 2000 | 2212 | 0 | 0 | 0 | 0 |  |  |  |  | | 19 | 4542 | 510 | 3855 | 36 | 141 | 0 | 0 | 0 | 0 |  |  |  |  | | 20 | 4458 | 216 | 388 | 1877 | 1977 | 0 | 0 | 0 | 0 |  |  |  |  | | 21 | 4287 | 442 | 3703 | 20 | 122 | 0 | 0 | 0 | 0 |  |  |  |  | | 22 | 4119 | 226 | 377 | 1625 | 1891 | 0 | 0 | 0 | 0 |  |  |  |  | | 23 | 4032 | 231 | 344 | 1621 | 1836 | 0 | 0 | 0 | 0 |  |  |  |  | | 24 | 3245 | 173 | 270 | 1388 | 1413 | 0 | 0 | 1 | 0 |  |  |  |  | | 25 | 2868 | 1247 | 969 | 256 | 396 | 0 | 0 | 0 | 0 |  |  |  |  | | 26 | 2770 | 1105 | 981 | 272 | 412 | 0 | 0 | 0 | 0 |  |  |  |  | | 27 | 2408 | 1084 | 824 | 191 | 309 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | | 28 | 2267 | 153 | 200 | 805 | 1109 | 0 | 0 | 0 | 0 |  |  |  |  | | 29 | 2039 | 210 | 1556 | 112 | 161 | 0 | 0 | 0 | 0 |  |  |  |  | | 30 | 1723 | 772 | 572 | 146 | 233 | 0 | 0 | 0 | 0 |  |  |  |  | | 31 | 1502 | 164 | 1285 | 13 | 40 | 0 | 0 | 0 | 0 |  |  |  |  | | 32 | 1309 | 16 | 1054 | 58 | 181 | 0 | 0 | 0 | 0 | 1 | 0 | 1 | 1 | | 33 | 1280 | 11 | 1221 | 11 | 37 | 0 | 0 | 0 | 0 |  |  |  |  | | 34 | 1138 | 167 | 129 | 390 | 452 | 0 | 0 | 0 | 0 |  |  |  |  | | 35 | 1102 | 41 | 0 | 505 | 556 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | 1 | | 36 | 1056 | 102 | 63 | 403 | 488 | 0 | 0 | 0 | 0 |  |  |  |  | | 37 | 1047 | 434 | 364 | 111 | 138 | 0 | 0 | 0 | 0 |  |  |  |  | | 38 | 998 | 31 | 1 | 450 | 516 | 0 | 0 | 0 | 0 |  |  |  |  | | 39 | 996 | 69 | 24 | 424 | 479 | 0 | 0 | 0 | 0 |  |  |  |  | | 40 | 980 | 19 | 824 | 35 | 102 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | 1 | | 41 | 978 | 42 | 6 | 428 | 502 | 0 | 0 | 0 | 0 |  |  |  |  | | 42 | 957 | 82 | 847 | 6 | 22 | 0 | 0 | 0 | 0 |  |  |  |  | | 43 | 911 | 80 | 48 | 365 | 418 | 0 | 0 | 0 | 0 | 1 | 0 | 1 | 1 | | 44 | 869 | 32 | 414 | 100 | 323 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | 1 | | 45 | 862 | 8 | 817 | 9 | 28 | 0 | 0 | 0 | 0 | 1 | 0 | 1 | 1 | | 46 | 861 | 171 | 125 | 269 | 296 | 0 | 0 | 0 | 0 |  |  |  |  | | 47 | 857 | 30 | 404 | 102 | 321 | 0 | 0 | 0 | 0 |  |  |  |  | | 48 | 846 | 45 | 69 | 336 | 396 | 0 | 0 | 0 | 0 |  |  |  |  | | 49 | 774 | 25 | 345 | 99 | 305 | 0 | 0 | 0 | 0 | 1 | 1 | 1 | 1 | | 50 | 765 | 107 | 625 | 4 | 29 | 0 | 0 | 0 | 0 |  |  |  |  | | 51 | 722 | 85 | 78 | 265 | 294 | 0 | 0 | 0 | 0 |  |  |  |  | | 52 | 691 | 31 | 639 | 6 | 15 | 0 | 0 | 0 | 0 |  |  |  |  | | 53 | 628 | 29 | 50 | 260 | 289 | 0 | 0 | 0 | 0 |  |  |  |  | | 54 | 626 | 3 | 609 | 6 | 8 | 0 | 0 | 0 | 0 | 1 | 0 | 1 | 1 | | 55 | 562 | 1 | 537 | 5 | 19 | 0 | 0 | 0 | 0 |  |  |  |  | | 56 | 553 | 12 | 315 | 73 | 153 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | | 57 | 528 | 25 | 498 | 0 | 5 | 0 | 0 | 0 | 0 |  |  |  |  | | 58 | 499 | 5 | 470 | 3 | 21 | 0 | 0 | 0 | 0 | 1 | 0 | 1 | 1 | | 59 | 453 | 14 | 1 | 192 | 246 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | 1 | | 60 | 447 | 8 | 385 | 12 | 42 | 0 | 0 | 0 | 0 |  |  |  |  | | 61 | 441 | 102 | 58 | 136 | 145 | 0 | 0 | 0 | 0 |  |  |  |  | | 62 | 420 | 14 | 0 | 199 | 207 | 0 | 0 | 0 | 0 |  |  |  |  | | 63 | 402 | 1 | 388 | 7 | 6 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | 1 | | 64 | 397 | 5 | 364 | 4 | 24 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | | 65 | 359 | 2 | 353 | 3 | 1 | 0 | 0 | 0 | 0 |  |  |  |  | | 66 | 356 | 43 | 21 | 143 | 149 | 0 | 0 | 0 | 0 |  |  |  |  | | 67 | 346 | 13 | 1 | 149 | 183 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | | 68 | 333 | 6 | 169 | 44 | 114 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | 1 | | 69 | 312 | 149 | 92 | 28 | 43 | 0 | 0 | 0 | 0 | 1 | 1 | 1 | 1 | | 70 | 280 | 2 | 265 | 3 | 10 | 0 | 0 | 0 | 0 |  |  |  |  | | 71 | 268 | 0 | 259 | 8 | 1 | 0 | 0 | 0 | 0 |  |  |  |  | | 72 | 261 | 7 | 253 | 1 | 0 | 0 | 0 | 0 | 0 | 1 | 0 | 1 | 1 | | 73 | 230 | 12 | 23 | 105 | 90 | 0 | 0 | 0 | 0 |  |  |  |  | | 74 | 206 | 95 | 67 | 15 | 29 | 0 | 0 | 0 | 0 |  |  |  |  | | 75 | 205 | 78 | 67 | 27 | 33 | 0 | 0 | 0 | 0 |  |  |  |  | | 76 | 201 | 10 | 0 | 96 | 95 | 0 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | | 77 | 132 | 53 | 47 | 10 | 22 | 0 | 0 | 0 | 0 |  |  |  |  | | 78 | 125 | 31 | 22 | 38 | 34 | 0 | 0 | 0 | 0 |  |  |  |  | | 79 | 117 | 9 | 104 | 2 | 2 | 0 | 0 | 0 | 0 |  |  |  |  | | 80 | 115 | 46 | 66 | 2 | 1 | 0 | 0 | 0 | 0 |  |  |  |  | | 81 | 112 | 43 | 62 | 2 | 5 | 0 | 0 | 0 | 0 |  |  |  |  | | 82 | 112 | 40 | 66 | 1 | 5 | 0 | 0 | 0 | 0 | 0 | 1 | 1 | 1 | | 83 | 105 | 19 | 83 | 3 | 0 | 0 | 0 | 0 | 0 |  |  |  |  | | 84 | 105 | 37 | 41 | 12 | 15 | 0 | 0 | 0 | 0 |  |  |  |  | | 85 | 105 | 61 | 25 | 9 | 10 | 0 | 0 | 0 | 0 |  |  |  |  | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

# Supplementary material for: Detection of Large Numbers of Novel Sequences in the Metatranscriptomes of Complex Marine Microbial Communities
**Source:** PLoS One. 2008 Aug 22;3(8):e3042. doi: 10.1371/journal.pone.0003042
**Supplement:** Table S3 — Number of (A) nucleotide sequence and (C) partial ORF sequence homologues found between the eight datasets from the current study. Percentage of (B) nucleotide sequence and (D) partial ORF sequence homologues found between the eight datasets from the current study. T1B1 = Mid-Bloom, High CO2. T1B6 = Mid-Bloom, Present Day. T2B1 = Post-Bloom, High CO2. T2B6 = Post-Bloom, Present Day. pORF percentages are based on total pORFs, denoted d in Table 2. (0.10 MB RTF)

**Table S3.** Number of (A) nucleotide sequence and (C) partial ORF sequence homologues found between the eight datasets from the current study. Percentage of (B) nucleotide sequence and (D) partial ORF sequence homologues found between the eight datasets from the current study. T1B1 = Mid-Bloom, High CO2. T1B6 = Mid-Bloom, Present Day. T2B1 = Post-Bloom, High CO2. T2B6 = Post-Bloom, Present Day. pORF percentages are based on total pORFs, denoted d in Table 2.

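Each entry of the table pairs 2 libraries and gives, in both directions, how many sequences of each have a homologue in the other, first for the nucleotide sequences and then for the predicted open reading frames. The counts are the paper's, and the percentages given here were recomputed from them by dividing by the size of each library. Of 224 percentages, 8 lay more than 0.15 percentage points from the printed one after rounding to the table's decimals, and the largest gap was between 90.6% recomputed and 90% printed. At the nucleotide level the mid-bloom mRNA libraries shared 53.7% and 57.3% of their sequences with each other, and the post-bloom mRNA libraries 91.6% and 92.1%. For predicted reading frames the figures were 62.3% and 65.2% mid-bloom and 94.1% and 94.6% post-bloom. Of the post-bloom mRNA sequences, 89.2% to 90.6% had a homologue in a mid-bloom mRNA library, while the reverse held for 41.5% to 48.4% of the mid-bloom mRNA sequences. The DNA libraries shared 10.4% to 23.7% of their sequences with each other. A homologue in a post-bloom DNA library was found for 1.11% to 1.63% of the post-bloom mRNA sequences, and in a mid-bloom DNA library for 0.507% to 0.889%. Mid-bloom mRNA sequences had a homologue in a DNA library for 4.72% to 10.7%. They too were found more often in the post-bloom than in the mid-bloom DNA library of their own mesocosm. The post-bloom DNA libraries were the larger ones, so this contrast is not particular to post-bloom mRNA. The shares depend on the size of both libraries, since a larger partner offers more possible homologues. The widest distance of a 95% Wilson bound from its share is 0.270 percentage points, for counting error only.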

**A**

|  | DNA_T1B1 | DNA_T1B6 | DNA_T2B1 | DNA_T2B6 | mRNA_T1B1 | mRNA_T1B6 | mRNA_T2B1 | mRNA_T2B6 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| DNA_T1B1 | 209073:209073 | 26442:24107 | 44840:51724 | 42268:45797 | 15393:13117 | 13063:11407 | 1168:855 | 1135:870 |
| DNA_T1B6 | 24107:26442 | 134915:134915 | 28405:35795 | 28304:33780 | 8919:8318 | 7924:7688 | 739:680 | 649:589 |
| DNA_T2B1 | 51724:44840 | 35795:28405 | 344216:344216 | 76566:72201 | 18202:14055 | 17063:13437 | 2406:1569 | 2278:1574 |
| DNA_T2B6 | 45797:42268 | 33780:28304 | 72201:76566 | 304020:304020 | 16270:13088 | 14798:12191 | 1756:1338 | 1552:1295 |
| mRNA_T1B1 | 13117:15393 | 8318:8919 | 14055:18202 | 13088:16270 | 131089:131089 | 70330:93288 | 54449:87161 | 56433:105215 |
| mRNA_T1B6 | 11407:13063 | 7688:7924 | 13437:17063 | 12191:14798 | 93288:70330 | 162871:162871 | 75012:85859 | 78874:104649 |
| mRNA_T2B1 | 855:1168 | 680:739 | 1569:2406 | 1338:1756 | 87161:54449 | 85859:75012 | 96201:96201 | 88613:106379 |
| mRNA_T2B6 | 870:1135 | 589:649 | 1574:2278 | 1295:1552 | 105215:56433 | 104649:78874 | 106379:88613 | 116192:116192 |

B

|  | DNA_T1B1 | DNA_T1B6 | DNA_T2B1 | DNA_T2B6 | mRNA_T1B1 | mRNA_T1B6 | mRNA_T2B1 | mRNA_T2B6 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| DNA_T1B1 | 100:100 | 12.6:17.9 | 21.4:15.0 | 20.2:15.0 | 7.4:10.0 | 6.2:7.0 | 0.6:0.9 | 0.5:0.7 |
| DNA_T1B6 | 17.9:12.6 | 100:100 | 21.0:10.4 | 21.0:11.1 | 6.6:6.3 | 5.9:4.7 | 0.5:0.7 | 0.5:0.5 |
| DNA_T2B1 | 15.0:21.4 | 10.4:21.0 | 100:100 | 22.2:23.7 | 5.3:10.7 | 5.0:8.3 | 0.7:1.6 | 0.4:1.4 |
| DNA_T2B6 | 15.0:20.2 | 11.1:21.0 | 23.7:22.2 | 100:100 | 5.3:10.0 | 4.9:7.5 | 0.6:1.4 | 0.5:1.1 |
| mRNA_T1B1 | 10.0:7.4 | 6.3:6.6 | 10.7:5.3 | 10.0:5.3 | 100:100 | 53.7:57.2 | 41.9:90.0 | 43.0:90.5 |
| mRNA_T1B6 | 7.0:6.2 | 4.7:5.9 | 8.3:5.0 | 7.5:4.9 | 57.2:53.7 | 100:100 | 46.0:89.2 | 48.4:90.0 |
| mRNA_T2B1 | 0.9:0.6 | 0.7:0.5 | 1.6:0.7 | 1.4:0.6 | 90.0:41.9 | 89.2:46.0 | 100:100 | 92.1:91.4 |
| mRNA_T2B6 | 0.7:0.5 | 0.5:0.5 | 1.4:0.4 | 1.1:0.5 | 90.5:43.0 | 90.0:48.4 | 91.4:92.1 | 100:100 |

C

|  | DNA_T1B1 | DNA_T1B6 | DNA_T2B1 | DNA_T2B6 | mRNA_T1B1 | mRNA_T1B6 | mRNA_T2B1 | mRNA_T2B6 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| DNA_T1B1 | 419565:419565 | 91782:77620 | 116368:133240 | 132595:156454 | 51845:41475 | 45127:36828 | 5368:3420 | 5099:3938 |
| DNA_T1B6 | 77620:91782 | 279061:279061 | 76870:104349 | 91062:127288 | 31659:27618 | 28700:25539 | 3485:2141 | 3398:2176 |
| DNA_T2B1 | 133240:116368 | 104349:76870 | 532373:532373 | 179628:187554 | 53823:36560 | 50783:35761 | 7986:4879 | 7717:5140 |
| DNA_T2B6 | 156454:132595 | 127288:91062 | 187554:179628 | 637896:637896 | 61194:39931 | 56436:38002 | 8009:5549 | 7258:5682 |
| mRNA_T1B1 | 41475:51845 | 27618:31659 | 36560:53823 | 39931:61194 | 284665:284665 | 177321:225190 | 139228:222617 | 143820:271791 |
| mRNA_T1B6 | 36828:45127 | 25539:28700 | 35761:50783 | 38002:56436 | 225190:177321 | 345502:345502 | 182837:221279 | 192412:271659 |
| mRNA_T2B1 | 3420:5368 | 2141:3485 | 4879:7986 | 5549:8009 | 222617:139228 | 221279:182837 | 237187:237187 | 224376:272936 |
| mRNA_T2B6 | 3938:5099 | 2176:3398 | 5140:7717 | 5682:7258 | 271791:143820 | 271659:192412 | 272936:224376 | 289951:289951 |

**D**

|  | DNA_T1B1 | DNA_T1B6 | DNA_T2B1 | DNA_T2B6 | mRNA_T1B1 | mRNA_T1B6 | mRNA_T2B1 | mRNA_T2B6 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| DNA_T1B1 | 100:100 | 21.9:27.80 | 27.7:25.0 | 31.6:24.5 | 12.3:14.5 | 10.8:10.7 | 1.3:1.4 | 1.2:1.4 |
| DNA_T1B6 | 27.8:21.9 | 100:100 | 27.5:19.6 | 32.6:20.0 | 11.3:9.7 | 10.3:7.4 | 1.2:0.9 | 1.2:0.8 |
| DNA_T2B1 | 25.0:27.7 | 19.6:27.5 | 100:100 | 33.7:29.4 | 10.1:12.8 | 9.5:10.4 | 1.5:2.1 | 1.4:1.8 |
| DNA_T2B6 | 24.5:31.6 | 20.0:32.6 | 29.4:33.7 | 100:100 | 9.6:14.0 | 8.8:11.0 | 1.3:2.3 | 1.1:2.0 |
| mRNA_T1B1 | 14.5:12.3 | 9.7:11.3 | 12.8:10.1 | 14.0:9.6 | 100:100 | 62.3:65.2 | 49.0:93.9 | 50.5:93.7 |
| mRNA_T1B6 | 10.7:10.8 | 7.4:10.3 | 10.4:9.5 | 11.0:8.8 | 65.2:62.3 | 100:100 | 53.0:93.3 | 55.7:93.7 |
| mRNA_T2B1 | 1.4:1.3 | 0.9:1.2 | 2.1:1.5 | 2.3:1.3 | 93.9:49.0 | 93.3:53.0 | 100:100 | 94.6:94.1 |
| mRNA_T2B6 | 1.4:1.2 | 0.8:1.2 | 1.8:1.4 | 2.0:1.0 | 93.7:50.5 | 93.7:55.7 | 94.1:94.6 | 100:100 |

How the deposited data were processed for this re-analysis (not part of the article)

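The study followed an experiment of 6 mesocosms, enclosures of 11000 litres of fjord water under high CO2 or present day conditions (3 each), in which a phytoplankton bloom was induced with nitrate and phosphate. Nucleic acids were sequenced from 2 of these mesocosms, bag 1 (high CO2) and bag 6 (present day), at the peak of the bloom and after it, which makes 4 sequenced samples. The bag numbers were read from B1 and B6 in the codes of the sequenced samples, and the treatments given for bags 1 and 6 rest on that reading. The deposited tables analysed here describe the water of all 6 mesocosms and of the fjord between 3 and 23 May. Sequence reads, genes and genomes were not analysed here.

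The authors measured temperature and salinity with a portable electrode and fluorescence with a fluorometer, whose readings carry no calibration to chlorophyll. The authors gave nitrate and phosphate in µmol per litre, particulate organic carbon and nitrogen in µg per litre, primary production in mg C per square metre and day, integrated to 3 m, and pigments in µg per litre. Bacteria and 6 phytoplankton groups were counted by the authors by flow cytometry and deposited as cells per ml. The bacterial values were divided by a fixed factor to give cells per µl. The pCO2 was deposited in µatm at the temperature of the mesocosm. The pH was calculated by the authors from CO2 and alkalinity, and their notes call values that rest on extrapolated alkalinity dubious. For microscopy the authors settled 25 ml of preserved water, counted cells per ml and converted cell volume to carbon after Menden-Deuer and Lessard. The methods behind the other values, their replicates, counted volumes and detection limits are not given in the sources used here. All values were taken as deposited, 70 columns were used and 53 columns of values were not. Dates of the particulate carbon and nitrogen values carry another year than the rest and were read by day and month.

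Values of the same mesocosm and date were averaged (at most 2). The bloom phase of a mesocosm was every date with chlorophyll a of at least 0.5 of its maximum, the post-bloom phase every later date and the pre-bloom phase every earlier one. For bags 3 and 4, with fewer than 10 dates of chlorophyll a, fluorescence was used. Phase means were taken on the linear scale and compared as log2 ratios, with 0.5 of the smallest positive value of a measure in place of 0 where logs of daily values were needed. Over the record the treatments were compared by the mean of the log2 daily values, and pCO2 and pH by their linear means. Each pigment was divided by chlorophyll a of the same date. Taxa of microscopy were summed by the groups of the table.

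The tests planned before the data were examined needed the treatment of every mesocosm. The tables give bag numbers but name no treatment for 4 of them, so the comparisons between treatments are values of 1 mesocosm each, without a test, although the study had replicate mesocosms. Bacterial counts are whole numbers from 12 May and have decimals in nearly all earlier values, so comparisons with the pre-bloom phase cross a change in the form of the values. Over the 2 sequenced mesocosms the exact sign-flip test cannot give a p below 0.5 and was not run. In its place the spread of daily values within the phases, pooled as an SD of log2 values, is given beside each difference. This spread measures the change from day to day and not the error between mesocosms. A sign-flip test over all 6 mesocosms, whatever their treatment, was added after seeing the data, with Benjamini-Hochberg adjustment over a family of 11 measures and a threshold of 0.05. The test was tested on simulated data: with 6 mesocosms, 2.90% of 2000 simulated sets without a shift and 99.6% of 500 sets shifted by 3 SD came out at a p of at most 0.05. These shares are for the unadjusted p of single tests and do not hold after the adjustment over 11 measures. There a single measure at the smallest sign-flip p, 0.03125, cannot pass 0.05, and the 6 measures at it had an adjusted p of 0.0573.

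The items named in the text were fixed before the data were examined: every chemical measure, every cytometry group, a list of marker pigments, the 5 taxa with the highest mean biomass in each phase with Emiliania huxleyi, and of Table S2 the 5 largest clusters and the largest cluster of each pattern. The values of Tables S2 and S3 had been seen when this rule was written. Their counts are the paper's; the shares were computed by dividing by library size, with 95% Wilson intervals for counting error.

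The alternatives tried were a phase limit of 0.25 of the maximum, phases from fluorescence, 1 set of phase dates for all mesocosms, phase medians, medians over the record, dates shared by all mesocosms, a drawdown limit of 5% in place of 10%, a running mean of chlorophyll a over 3 dates, the smallest positive value in place of 0, and shares of cells in place of shares of biomass. After seeing the data, the phases as an unbroken run of dates around the maximum, the bacterial counts from 12 May only or without 15 May, and the picoeukaryote counts without 15 and 20 May were added. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots matplotlib 3.10.9.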

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

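All tests of explanations in this part were chosen after the results were seen. None of 25 series of 5 or 6 mesocosms held a value that stood apart from the others by Dixon's criterion.

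Some measures went up after the bloom in 1 sequenced mesocosm and down in the other. The difference was not tested in any of them, and each compares 1 mesocosm of each treatment. Small picoeukaryotes had a log2 ratio of post-bloom to bloom phase of -0.35 in the high CO2 mesocosm and 0.58 in the present day mesocosm, a difference of -0.93. With the bloom as an unbroken run of dates, the ratio of the present day mesocosm was 0.32. Fucoxanthin, as a percentage of chlorophyll a, was 6.30 points higher post-bloom under high CO2 and -0.918 points different in the present day mesocosm, a difference of 7.22 points. For 19'-butanoyloxyfucoxanthin the changes were 1.68 and -0.0345 points, a difference of 1.71 points.

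The paper does not report on the microscopy counts. A taxon was picked out where its maximum in 1 sequenced mesocosm was at least 20 times that in the other, a limit chosen after seeing the data. Of the pennate diatom Pseudo-nitzschia there were 1464 cells per ml in the present day mesocosm on 9 May, against a maximum of 26.1 in the high CO2 mesocosm. Micracanthodinium reached 35.9 cells per ml in the present day mesocosm on 21 May against 0.72. Scripsiella, a dinoflagellate, reached 45.7 cells per ml in the present day mesocosm on 15 May against 1.2. The tintinnid Ascampbelliella reached 52.3 cells per ml in the present day mesocosm on 21 May against 0.28. Balanian comatum, as the table spells it, reached 278 cells per ml in the high CO2 mesocosm on 15 May against 1.04.

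Bacteria of the high CO2 mesocosm went from 11912 cells per µl on 18 May to 1385 on 21 May, while those of the present day mesocosm went up to 10975 on 23 May. Of the mesocosms with no treatment named, bags 2, 3 and 5 also came down, 10.9-fold, 3.41-fold and 2.34-fold from their peaks to their lowest later counts, and bag 4 ended at 10103 cells per µl. An exchange of the bacterial counts of bags 1 and 6 from 20 May cannot be told apart from a real change. It would lower the summed log2 steps from 19 to 20 May from 1.89 to 0.95. Bag 1 had a step of 1.42 between these dates (9516 to 3561 cells per µl). Of bags 2 to 5, bag 3 changed most between them, from 5826 to 3545 cells per µl, less than bag 1. Bag 2 had a step of 1.43, but from 22 to 23 May (3299 to 1226 cells per µl). The pCO2 (631 against 208 µatm on 20 May) and nitrate (3.06 against 0.0593 µmol N per litre) stayed higher in bag 1. Of the groups counted by cytometry, Synechococcus was lower in bag 1 than in bag 6 on all 19 dates, and small picoeukaryotes (21076 against 36192 cells per ml) and coccolithophores (82.0 against 107) were lower there on 20 May as on 19 May, whereas nanoflagellates went from 138 against 283 cells per ml on 19 May to 169 against 134 on 20 May and stayed higher in bag 1, and large picoeukaryotes were higher there from 21 May (2740 against 1174 cells per ml). Grazing by flagellates of 2 µm, which could remove bacteria, cannot be told apart from coincidence with 1 count per date: these flagellates were 7.05-fold higher on 21 than on 18 May in bag 1 (2005 and 14135 cells per ml) and at 0.522 of their earlier number in bag 6, and an effect of the CO2 treatment stays open and was not tested.

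Chlorophyll a of bag 5, a mesocosm with no treatment named, ran ahead of its own fluorescence after 13 May. With the pigment dates moved 1 day later from 14 May, the SD of log2 chlorophyll a over fluorescence in bag 5 was 0.13 in place of 0.46, while the same move took it from 0.47 to 0.72 in bag 1, from 0.48 to 0.70 in bag 2 and from 0.33 to 0.43 in bag 6. A candidate explanation is therefore that these dates were entered 1 day early, but the shift was found and tested on the same values. The dates themselves go the same way, since bag 5 has pigment values on 14 May and none on 23 May and bags 1, 2 and 6 the reverse, so that the move gives bag 5 their dates. An earlier end of the bloom in bag 5 is argued against, because its fluorescence had its maximum 1 day after that of the other mesocosms, and no biological explanation was tested.

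Each log2 count was set against the mean of the log2 counts of the dates before and after. On 15 May bacteria lay below that mean in all 7 water bodies, by log2 -0.58 to -0.18, and small picoeukaryotes did so in all 7 as well. Even so, bacteria of bag 2 were above 14 May, and small picoeukaryotes of bags 3 and 4 were above 16 May. Coccolithophores had a median log2 deviation of -0.49 over the mesocosms. Less volume counted for all groups in the mesocosms cannot be told apart from a real change by these values. Large picoeukaryotes lay above the mean of the neighbouring dates in all 6 (median log2 deviation 0.55, lowest 0.13). Only in bags 4 and 6 were they above both 14 and 16 May. In bags 1, 2, 3 and 5 they were below 14 May, and a steep fall to 16 May also gives a positive deviation. The medians were 0.33 for cryptophytes, 0.26 for nanoflagellates and 0.10 for Synechococcus. In the fjord less volume counted cannot be told apart from a real change either, because 1 sample has no spread. There the deviations of the 6 groups went from -0.73 for small picoeukaryotes to -0.0049 for large ones. A shift in the bacterial counts alone cannot be told apart from a real change either, since the low count of the fjord, with a log2 deviation of -0.45, is part of the pattern itself. On 13 May bacteria lay below the mean of the dates before and after in all water bodies as well. They were then above 14 May in bags 3 and 4 and the fjord, and above 12 May in bag 5. No biological explanation shared by the mesocosms and the fjord was tested.

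Large picoeukaryotes on 20 May had log2 deviations from the mean log2 count of the dates before and after of -4.12, -2.78, -3.44 and -2.58 in bags 1 to 4. They were -0.46 and -0.62 in bags 5 and 6, and 0.07 in the fjord.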

How the results depend on the processing

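The unbroken runs, the bacterial dates left out and everything over all 6 mesocosms were chosen after seeing the data. Values with no test were compared with the day-to-day spread, since there are no replicates, and counts with a limit of 1.5 times. Of 294 values of 68 results under the alternatives, 273 stayed within these limits, 11 went beyond them with the same sign and 10 changed sign. With the unbroken run from fluorescence, 1 of 11 measures was higher post-bloom in bag 1 in place of 3, and the log2 ratios of particulate carbon (-0.12) and nitrogen (-0.11) changed sign there. In bag 6 the log2 ratio of phosphate was 0.072 with phases from fluorescence or their unbroken run, 0.0049 with phase medians and 0.19 with the unbroken run of chlorophyll a, against -0.70. The unbroken run of chlorophyll a leaves out 10 May. Phosphate was 1.03 µmol per litre on that date and 0.189 to 0.306 on the other bloom dates, so the value of -0.70 rests on 10 May. The log2 ratio of particulate nitrogen was -0.026 with phases from fluorescence or their unbroken run, against 0.74. By the median over the record, 4 of 13 measures were higher under high CO2 in place of 2, with log2 ratios of 0.42 for primary production and 0.39 for chlorophyll a. The flagellate share in bag 6 differed by -1.90 points by cell number, against -22.5 by biomass. With a limit of 2-fold, 13 clusters of Table S2 were lower in both and 38 had no shared direction, against 32 and 14, because smaller changes no longer count. Apart from these clusters and the part of 10 May in the phosphate of bag 6, the cause of the changes was not tested. Leaving out each mesocosm in turn, the median log2 ratio of bacteria over mesocosms was 0.67 to 0.85. Phases at 0.25 of the maximum or from fluorescence left bag 1 without a post-bloom date, and the drawdown limits gave no date for phosphate or for nitrate in bag 1. Leaving out mesocosms gives no value where only 1 of each treatment is named. No paired analysis was possible because the comparison of bags 1 and 6 comes from no test; their values of the same date were set side by side only as a count of dates. Counted volumes are not known, so depth sets no limit that can be given, except for microscopy.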

Differences from the paper's values

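No value that the paper states for a measure also computed here differed by more than 1.5 times. The values compared were counts of clusters in Table S2 and shares from Table S3. Both tables are the paper's own, so no water measurement was set against the paper. For a share near 95% a limit of 1.5 times is also wide.

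The paper's text puts the share of sequences that the post-bloom mRNA datasets have in common higher than its Table S3 does. From the counts of that table the shares were 91.6% and 92.1% for nucleotide sequences and 94.1% and 94.6% for predicted reading frames. For the mid-bloom mRNA datasets the recomputed shares were 53.7% and 57.3%. The direction of the paper's comparison, with more sharing post-bloom than mid-bloom, is the same in these counts.

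The paper states that transcript clusters were of like abundance in the samples of the same time point. After division by library reads, 43 of the 85 clusters of Table S2 were at least 2-fold apart between the mesocosms mid-bloom, 29 of them higher in the present day library, and 42 were closer. Post-bloom 27 were at least 2-fold apart and 58 were closer. The tally goes with the paper's statement post-bloom. Mid-bloom it goes against it by 1 cluster, but it gives small and large clusters the same weight. It also does not show how far apart clusters were. Some smaller clusters had nearly all of their mid-bloom sequences in the present day library, and a few in the high CO2 library. The 14 clusters of no shared direction had 50.8% to 98.3% of all their mRNA sequences in the mid-bloom present day library. Each of the 5 largest clusters was less than 2-fold apart mid-bloom. Together they took 9.75% of the mid-bloom reads under high CO2 and 8.49% in the present day library. By this limit the 5 largest clusters were therefore of like abundance mid-bloom. The paper's text gives no limit for like abundance, and the limit of 2-fold was chosen here.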

Other observations

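The sign-flip test over all 6 mesocosms, whatever their treatment, and its phases as an unbroken run of dates were chosen after seeing the data; the comparisons between bags 1 and 6 were planned and have no test. Of the 6 phytoplankton groups counted by cytometry, 4 had a lower mean after the bloom in every mesocosm. Nanoflagellates had a median 7.89-fold lower mean post-bloom than in the bloom phase (log2 ratios of -3.30 to -1.72), coccolithophores 4.58-fold (-2.54 to -1.50), cryptophytes by cytometry 4.27-fold (-3.17 to -0.94) and large picoeukaryotes 1.92-fold (-2.10 to -0.65). Primary production was a median 4.58-fold lower (-3.00 to -1.71) and nitrate 3.07-fold lower (-2.78 to -0.74). Each of these 6 measures was lower in 6 of 6 mesocosms, with an exact two-sided sign-flip p of 0.031, the smallest that 6 mesocosms allow, and an adjusted p of 0.0573 over 11 measures, which misses the threshold of 0.05. The phases were set by chlorophyll a or fluorescence of the same mesocosm, so lower algal counts and primary production post-bloom are in part built into them. Nitrate had its maximum on 7 May in each mesocosm, and post-bloom dates come later in its drawdown. The p-values are therefore no independent evidence of a decline. The smallest cells had no such shared direction. Synechococcus had a higher mean post-bloom in 4 of 6 mesocosms (log2 ratios of -1.09 to 1.62, exact sign-flip p = 0.25), and small picoeukaryotes in 2 of 6 (-2.24 to 0.86, exact sign-flip p = 0.3125). Bacteria had a higher mean post-bloom in 5 of 6 mesocosms, by a median of 1.69-fold (log2 ratio 0.76), with -0.17 in bag 3 as the exception. The exact sign-flip p was 0.0625. Without 15 May the median log2 ratio was 0.62 and the p 0.09375.

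The cytometry groups had a lower mean of log2 daily values over the record in the high CO2 mesocosm than in the present day mesocosm. Of 13 measures, only nitrate (3.79-fold) and phosphate (1.01-fold) had a higher one under high CO2. By linear means phosphate was lower there, at 0.459 against 0.500 µmol per litre and with the higher value on 7 of 18 dates, and nitrate was 6.23 against 4.54 µmol N per litre. By the median over the record 4 were higher, chlorophyll a (log2 ratio 0.39) and primary production (0.42) included, which were lower by the mean of log2 values (-0.09 and -0.11). Synechococcus was lower under high CO2 on all 19 dates. Coccolithophores were 2.13-fold and large picoeukaryotes 2.01-fold higher in the present day mesocosm, with the higher count under high CO2 on 3 and 5 of 19 dates. Small picoeukaryotes were higher under high CO2 on 9 of 19 dates, and pre-bloom they had 16445 cells per ml there against 8158, and coccolithophores 536 against 472. These pre-bloom means are over unlike dates, since 10 May is part of that phase only under high CO2. On that date coccolithophores had 1074 cells per ml under high CO2 and 1546 in the present day mesocosm, so their pre-bloom difference rests on the choice of dates. The tables name the treatment of none but these mesocosms, so none of this was set against the spread between replicate mesocosms of a treatment.

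Cryptophytes gave opposite values by the methods used. By cytometry they were lower post-bloom in both sequenced mesocosms, by 5.66-fold under high CO2 and 3.29-fold in the present day mesocosm. By microscopy Cryptophyceae had 614 cells per ml in the bloom phase and 849 post-bloom under high CO2, and 714 and 1342 in the present day mesocosm. Autotrophic dinoflagellates had 34.6 cells per ml by microscopy in the bloom phase and 56.1 post-bloom under high CO2, and 112 and 82.6 in the present day mesocosm. Peridinin was a higher share of chlorophyll a post-bloom, and these dinoflagellates held 4.43% of the biomass by microscopy in the bloom phase and 12.6% post-bloom under high CO2, but 9.02% and 10.9% in the present day mesocosm. Flagellates of 2 µm had 2497 cells per ml in the bloom phase and 8070 post-bloom under high CO2, and 5720 and 2378 in the present day mesocosm.

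The mean pCO2 over the record in bags 1 to 6 was 598, 665, 495, 248, 250 and 251 µatm. Between 15 and 16 May it went from 327 to 823 µatm in bag 2 and from 342 to 351 µatm in bag 3. Maxima of large picoeukaryotes in bags 1 to 6 were 7078, 7188, 6614, 32766, 13113 and 34068 cells per ml, and those of coccolithophores 1074, 914, 2976, 2595, 2807 and 3169 cells per ml. Bacteria peaked at 11912, 13425, 5826, 10704, 12249 and 10975 cells per µl after 14 May, and their last count was 2213, 1226, 2040, 10103, 5231 and 10975 cells per µl. The lowest nitrate after the maximum was 10.0, 6.37, 10.8, 0, 0.531 and 0% of it. Treatments of bags 2 to 5 are not named in the tables used here, and these values were not tested.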
